# Functional investigation of *SLC1A2* variants associated with epilepsy

**DOI:** 10.1038/s41419-022-05457-6

**Published:** 2022-12-21

**Authors:** Qi Qu, Wenlong Zhang, Ji Wang, Dongmei Mai, Siqiang Ren, Shaogang Qu, Yunlong Zhang

**Keywords:** Transporters in the nervous system, Epilepsy

## Abstract

Epilepsy is a common neurological disorder and glutamate excitotoxicity plays a key role in epileptic pathogenesis. Astrocytic glutamate transporter GLT-1 is responsible for preventing excitotoxicity via clearing extracellular accumulated glutamate. Previously, three variants (G82R, L85P, and P289R) in *SLC1A2* (encoding GLT-1) have been clinically reported to be associated with epilepsy. However, the functional validation and underlying mechanism of these GLT-1 variants in epilepsy remain undetermined. In this study, we reported that these disease-linked mutants significantly decrease glutamate uptake, cell membrane expression of the glutamate transporter, and glutamate-elicited current. Additionally, we found that these variants may disturbed stromal-interacting molecule 1 (STIM1)/Orai1-mediated store-operated Ca^2+^ entry (SOCE) machinery in the endoplasmic reticulum (ER), in which GLT-1 may be a new partner of SOCE. Furthermore, knock-in mice with disease-associated variants showed a hyperactive phenotype accompanied by reduced glutamate transporter expression. Therefore, GLT-1 is a promising and reliable therapeutic target for epilepsy interventions.

## Introduction

Epilepsy is a common chronic neurological disease characterized by an enduring predisposition to epileptic seizures [1, 2]. Seizures include focal, generalized, combined generalized and focal, and unknown types [3]. Epilepsy affects approximately 65 million people worldwide and is associated with an increased incidence of injury and mortality [3]. Genetic and environmental factors, infections, neuroinflammation, and gut microbiome disequilibrium are involved in epilepsy pathogenesis and outcome [4–8]. Importantly, genetic risk factors account for 35% of the epileptic morbidity rate [9], and several risk genes, such as *GABRB3*, *GABRA1*, *SCN1A*, *SCN2A*, *GRIN2A*, *ASH1L*, and *CNKSR2*, have been investigated [10–16]. Among these risk genes, *SLC1A2* (which encodes for the excitatory amino acid transporter 2, EAAT2, also called GLT-1) variants, i.e., Gly82Arg, Leu85Pro, and Pro289Arg, are clinically associated with epilepsy [17–19]. In addition, loss of *EAAT2A* induces neuronal hyperexcitability and recurrent epileptic seizures in zebrafish [20]. Genetic and pharmacological upregulation of GLT-1, and inhibition of GLT-1 degradation, hinder seizure activity and prevent cognitive impairment in epileptic animal models [21–23]. These data suggest that GLT-1 plays a critical role in epilepsy pathogenesis and treatment.

Glutamate excitotoxicity plays a well-established role in the pathophysiology of epilepsy [24, 25]. Increased extracellular glutamate levels were found in epileptogenic regions of patients with epilepsy [26, 27]. The resulted neuronal death due to glutamate excitotoxicity thus became a cause and consequence of epileptic seizures [28, 29]. Epileptic risk genes also mediate seizure via glutamate excitotoxicity, such as *ASH1L* deficiency-induced severe seizures through attenuating GABAergic inhibition and enhancing glutamatergic transmission, which resulting in elevated pyramidal neuronal excitability [15]. Notably, glutamate transporters are responsible for removing glutamate from the extracellular space following glutamate release into the synaptic cleft in the central nervous system (CNS). Astrocytic GLT-1 is a key contributor to maintaining low levels of extracellular glutamate and is responsible for 90% of glutamate clearance from the synaptic clefts in the CNS [30]. Glutamate transporters contain six transmembrane domain segments, consisting of transmembrane domains 3 (TM3), TM6-8, two reentrant helical hairpin loops 1 (HP1), HP2, and trimerization domain, including TM2, 4, and 5 [31, 32]. The glutamate transport process is driven by the cotransport of three sodium ions and one proton ion, and the counter-transport of one potassium ion using the energy generated by Na^+^/K^+^-ATPase [33]. Previously, several groups, including ours, have investigated the relationship between the critical domains or sites during the conformational shift of glutamate transporters [31, 34–37]. Furthermore, we also revealed the crucial role of glutamate transporters in neurodegenerative diseases, such as Parkinson’s disease (PD) and Alzheimer’s disease (AD) [38–40]. The trimeric interface of glutamate transporters involves TM2, 4, and 5, and remains unchanged during transport [41]. Intriguingly, these three *de novo* mutations are localized within TM2 and TM5, and it is unclear whether these mutations affect the transport cascade of GLT-1. Although *SLC1A2* null mice manifest seizures [42], it is unclear whether locus mutations of *SLC1A2* mice lead to epilepsy-associated phenotype.

In this study, we reported that disease-linked mutations (G82R, L85P, and P289R) significantly decreased the glutamate uptake, cell membrane expression of glutamate transporters, and glutamate-mediated current. We also showed that these variants may disturb the function of stromal-interacting molecule 1 (STIM1)/Orai1-mediated store-operated Ca^2+^ entry (SOCE) in the endoplasmic reticulum (ER). To further explore the role of glutamate transporters in epilepsy, we established knock-in (KI) mice with disease-associated variants and found them to have a hyperactive behavior accompanied by reduced glutamate transporter expression. Our data suggest that microglial activation may act in coordination with glutamate excitotoxicity to induce neuronal hyperexcitability in epilepsy.

## Results

### Epileptic variants decrease the expression and function of glutamate transporter GLT-1

To date, three *SLC1A2* variants (Gly82Arg, Leu85Pro, and Pro289Arg) have been reported to be associated with epilepsy [17–19]; we identified their topological location and the different domains of human EAAT2 (Fig. 1A). The Gly-82 and Leu-85 residues reside in the TM2 domain and the Pro-289 residue resides in the TM5 domain of GLT-1, and these three residues are highly conserved between eukaryotic glutamate transporters EAATs and Glt_ph_, a prokaryotic homolog of EAATs (Fig. 1B). To address the effects of these three mutants on the transport process and determine whether they induce relative motion between TM2 and TM5, we constructed single disease mutants (G82R, L85P, and P289R), double mutants (G82R/L85P, G82R/P289R, and L85P/P289R), and triple mutants (G82R/L85P/P289R). All mutants significantly decreased the transport activity (~90%) using radiolabeled D-aspartate, the analogous transport substrate as glutamate (Fig. 1C). Glutamate transporters perform their transport function due to their precise expressions on the cell membrane [38]. The mutants significantly reduced the biotinylated membrane expression of GLT-1 but did not have any obvious effect on the total and non-biotinylated GLT-1 expression levels (Fig. 1D–I), consistent with their effects on the transport activity.

**Fig. 1:**
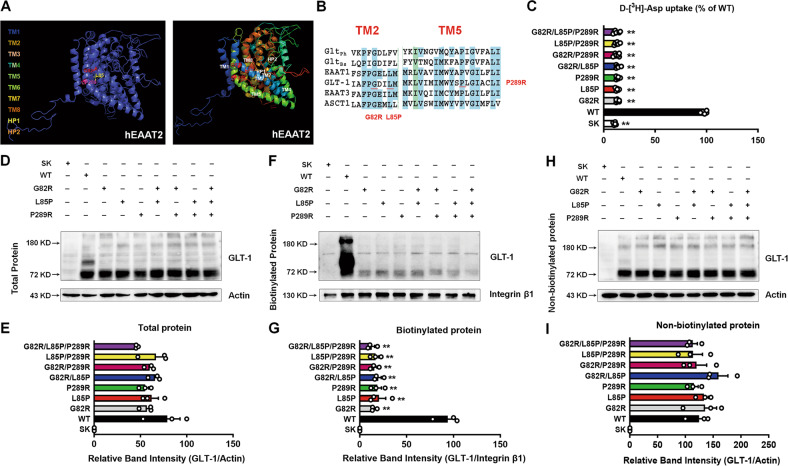
Epileptic variants decrease the expression and function of GLT-1. **A** Topological location of Gly-82, Leu-85, and Pro-289 residues in human EAAT2. **B** Comparison of the amino acid sequences of epileptic variants (G82R, L85P, and P289R) between Glt_ph_ and EAATs. Regions of high homology of Glt_Ph_ and EAATs are highlighted in blue. **C** D-[^3^H]-Asp uptake activity after transfection with different plasmids (SK, WT, G82R, L85P, P289R, G82R/L85P, G82R/P289R, L85P/P289R, and G82R/L85P/P289R) were determined. *n* = 6 per group. The representative blots and quantification of total proteins (**D**, **E**), biotinylated membrane proteins (**F**, **G**), and non-biotinylated proteins (**H**, **I**) of GLT-1 were measured by Western blot. *n* = 3 per group. Results are expressed as mean ± SD. ^**^P < 0.01 vs. WT. Statistical significance was determined using one-way ANOVA and Tukey’s test for post hoc comparisons.

Because the glutamate transport process is accompanied by a coupled inward current mediated by sodium-coupled glutamate translocation, and an uncoupled current mediated by chloride ions [43, 44], we examined the effects of these disease-associated variants on the glutamate-elicited current. Glutamate supplementation induced an inward current after transfection of WT plasmid in HEK293 cells compared to transfection of SK (vector) plasmid (Fig. 2A–D). The G82R, L85P, and P289R variants significantly abolished the glutamate-elicited inward current (Fig. 2E–J), suggesting that they affected the function of glutamate transporters. To exclude the potential effects of disease-associated variants disturbing the side-chain structures of glutamate transporters, we further substituted these residues with other amino acids (Fig. 3A). G82, L85, and P289 were replaced with similar nonpolar hydrophobic amino acid alanine (G82A, L85A, and P289A), isoleucine (G82I and P289I), and glycine (L85G) [45]. However, the transport activity and cell surface protein level did not recover (Fig. 3B, E, and F). In addition, when G82 and P289 were substituted with the negatively charged glutamic acid (G82E and P289E) or positively charged lysine acid (G82K and P289K) [46], the function and protein level were still reduced (Fig. 3B, E, and F). These results suggest that the effects of the three variants on impaired transport activity were not related to the structure, charge, or polarity of the amino acid side chain. Furthermore, these mutants suppressed the total expression of GLT-1, particularly the majority of non-biotinylated GLT-1 (Fig. 3C, D, G, and H). These data suggest that the disease-associated variants may not affect the side-chain structures of glutamate transporters.

**Fig. 2:**
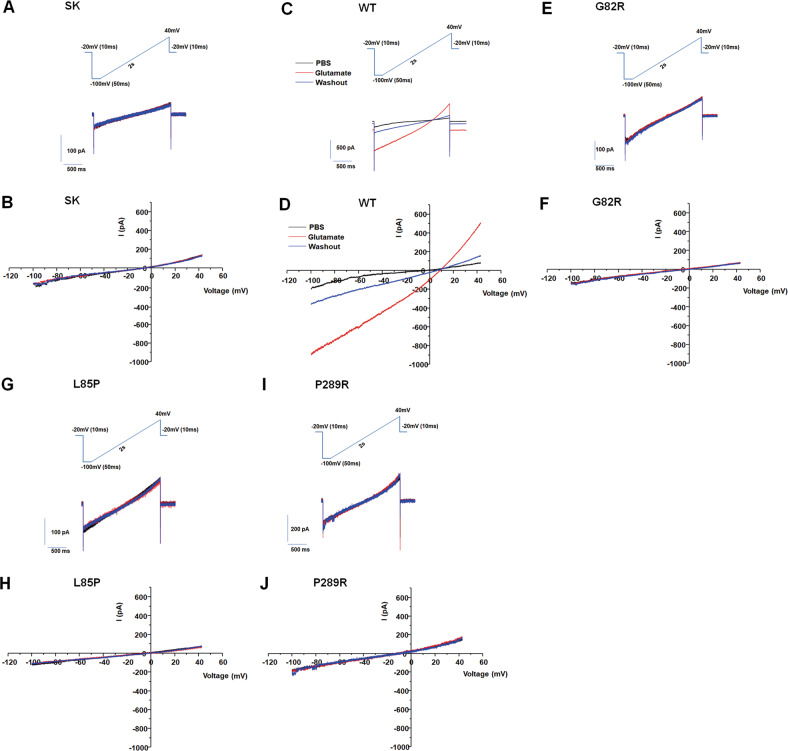
Epileptic variants inhibited glutamate-elicited currents. Glutamate-elicited inward currents after transfection with different plasmids, including SK (**A**, **B**), WT (**C**, **D**), G82R (**E**, **F**), L85P (**G**, **H**), and P289R (**I**, **J**), were evaluated by electrophysiology. Representative traces of PBS, glutamate, and washout are presented in (**A**, **C**, **E**, **G**, and **I**).

**Fig. 3:**
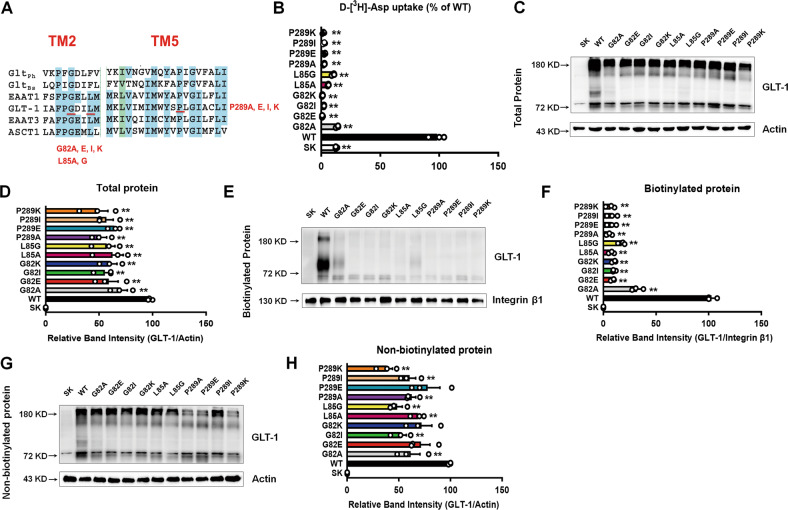
Epileptic variants did not affect the side-chain structure of GLT-1. **A** The three epileptic variants were mutated with amino acids with similar properties as the original amino acids (G82A, G82E, G82I, G82K; L85A, L85G; P289A, P289E, P289I, P289K). **B** After transfection with different plasmids, D-[^3^H]-Asp uptake activity was determined. *n* = 3 per group. The representative blots and quantification of total proteins (**C**, **D**), biotinylated membrane proteins (**E**, **F**), and non-biotinylated proteins (**G**, **H**) of GLT-1 were measured by Western blot. *n* = 3 per group. Results are expressed as mean ± SD. ^**^P < 0.01 vs. WT. Statistical significance was determined using one-way ANOVA and Tukey’s tests for post hoc comparisons.

### Epileptic variants may affect STIM1/Orai1-mediated SOCE in ER

Our previous work indicated that astrocytic knockdown of GLT-1 impairs the calcium signaling pathway [39]. In astrocytes, Ca^2+^ in the ER lumen is the major source of intracellular Ca^2+^, and SOCE links ER with plasmalemmal Ca^2+^ entry [47, 48]. The depletion of ER luminal Ca^2+^ triggers STIM, the ER-resident Ca^2+^ sensor, to interact with plasmalemmal SOCE channels, including both Orai and transient receptor potential (TRP) families. The activation of SOCE results in the influx of extracellular Ca^2+^ into the cytosol and subsequent refilling of ER stores [49]. Although we did not identify any effect of these mutants on the expression of STIM1 (Fig. 4A, B), they decreased the phosphorylation of CaMKII (Fig. 4C, D), which was reported to enhance SOCE activity [50]. Then, we examined the interaction of GLT-1 with STIM1, using GLT-1 as the capture antibody, and found that these epileptic variants decreased the interaction between STIM1 or Orai1 and GLT-1 (Fig. 4E, F). Consistently, using STIM1 as the capture antibody, we found that the epileptic variants inhibited the interaction between GLT-1 or Orai1 and STIM1 (Fig. 4G, H). Interestingly, these mutants decreased the total and membrane Orai1 expression (Fig. 4E–H). These data suggest that GLT-1 may be a new partner of SOCE and the epileptic variants of GLT-1 may reduce SOCE activity. We further verified our hypothesis using TEM (Fig. 5A–F) and found that the epileptic variants induced ER swelling (indicated by red arrows in Fig. 5C–F), which supports their effect on SOCE.

**Fig. 4:**
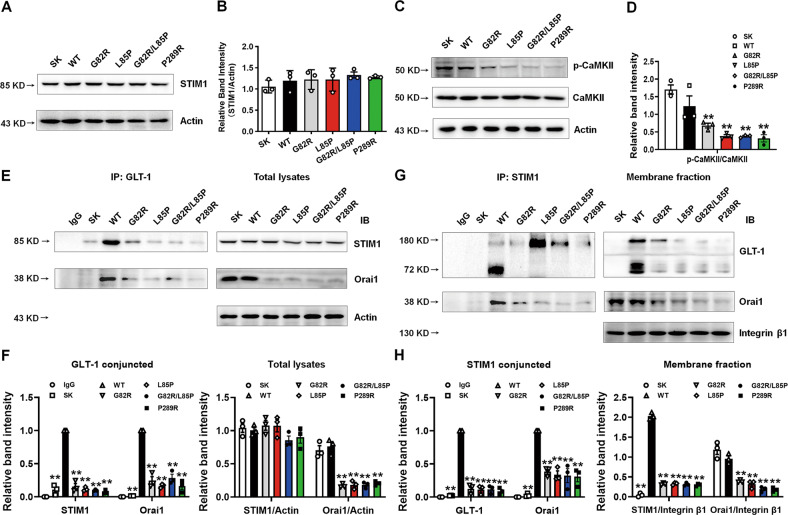
Epileptic variants affected the STIM1/Orai1 complex. **A**, **B** The representative blots and quantification of STIM1 after transfection with different plasmids (SK, WT, G82R, L85P, G82R/L85P, and P289R) in HeLa cells were determined by Western blot. *n* = 3 per group. **C**, **D** The representative blots and quantification of the phosphorylation of CaMKII and total CaMKII after transfection with different plasmids in HeLa cells were determined by Western blot. *n* = 3 per group. **E**, **F** The interaction between GLT-1 and STIM1 or Orai1 was determined by a Co-IP assay using GLT-1 as the capture antibody. **G**, **H** The interaction between GLT-1 and STIM1 or Orai1 was determined by a Co-IP assay using STIM1 as the capture antibody. *n* = 3 per group. Results are expressed as mean ± SD. ^**^P < 0.01 vs. WT. Statistical significance was determined using one-way ANOVA and Tukey’s tests for post hoc comparisons.

**Fig. 5:**
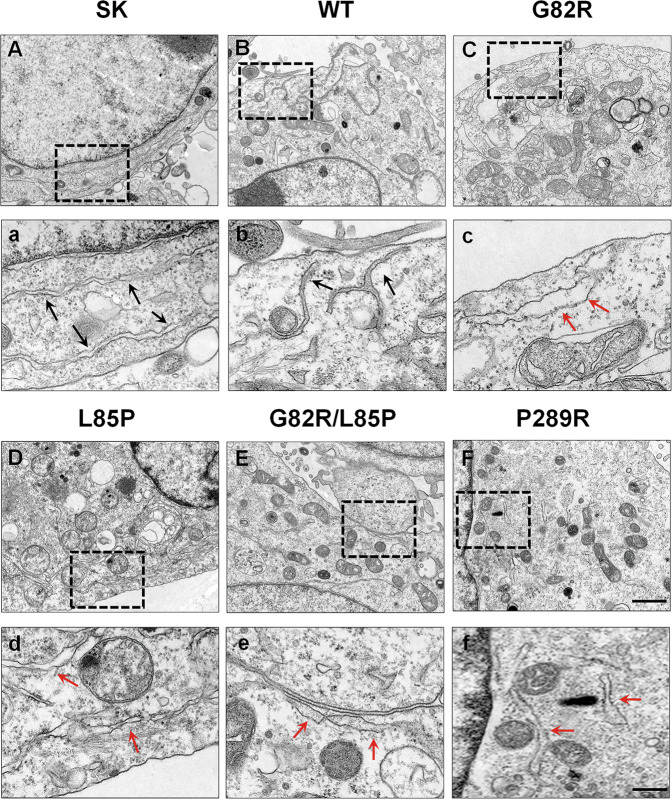
Disease-related variants altered the morphology of the endoplasmic reticulum (ER). After transfection with different plasmids (SK, WT, G82R, L85P, G82R/L85P, and P289R) in HeLa cells, the morphology of ER was observed using TEM (**A**–**F**). The epileptic variants induced ER swelling (as indicated by the red arrows in (**C**–**F**). Scale bar, 1 μm. Magnified images are shown in the column of (**a**–**f**). Scale bar, 200 nm.

### Establishment and evaluation of G82R/L85P variant KI mice

Both Gly-82 and Leu-85 residues reside in the TM2 domain. In contrast to the previously held belief that TM2 is rigid during the transport process [41], we recently reported that TM2 of EAAT2 is critical for membrane-bound localization [51]. We established transgenic (TG) mice possessing the G82R/L85P variant (Fig. 6A, B). The GLT-1 expression was nearly abolished in the hippocampus of TG mice (Fig. 6C, D), which was consistent with our in vitro results. In addition, the expressions of Orai1 and phosphorylation of CaMKII, but not STIM1, were decreased in the hippocampus of TG mice (Fig. 6E, F), which was in line with the in vitro results that SOCE may be disturbed. Compared to WT mice, TG mice run across the cage rapidly, which may be due to hyperactivity (Supplementary Videos 1 and 2). However, the behavioral performance in the OFT, EPM, TST, and fear conditioning showed no obvious differences between WT and TG mice (Fig. 6G–L and Supplementary Figs. 1A–G). Intriguingly, we found that the grasping strength and motor coordination were impaired, and pole-climbing time was increased, in TG mice compared to WT mice (Fig. 6M–O).

**Fig. 6:**
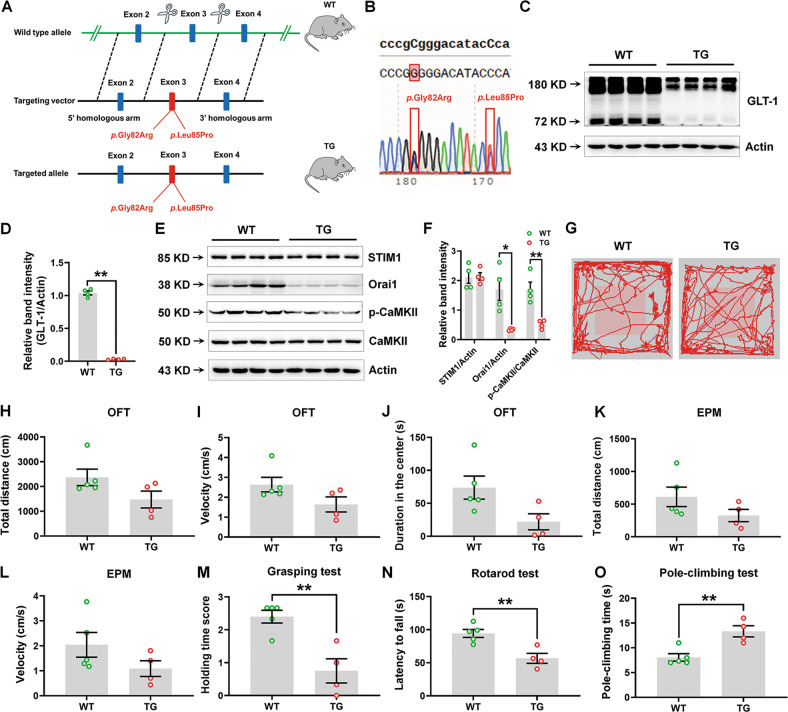
Establishment of G82R/L85P variant knock-in mice. **A**, **B** Strategy of establishing the G82R/L85P variant knock-in mice. **C**, **D** Representative blots and quantification of GLT-1 in the hippocampus of WT and TG mice were determined by Western blot. *n* = 4 per group. **E**, **F** The representative blots and quantification of STIM1, Orai1, phosphorylation of CaMKII, and total CaMKII in the hippocampus of WT and TG mice were determined by Western blot. *n* = 4 per group. **G** The representative trace mice traveled in the open field. The total traveled distance (**H**), movement speed (**I**) in the OFT, and duration in the center zone of open field (**J**) are shown. **K**, **L** The total traveled distance and movement speed in the EPM test. **M** The grasping test was used to examine the grip strength of mice. **N** The rotarod test was used to examine the motor coordination of mice. **O** The pole-climbing test was used to examine bradykinesia in mice. *n* = 5 for WT mice (four males and one female) and *n* = 4 for TG mice (three males and one female). Results are expressed as mean ± SD. ^**^P < 0.01, ^**^P < 0.05 vs. WT. Statistical significance was determined using Student’s *t* test.

### Transcriptome analysis of epileptic variant KI mice

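Hippocampal RNA of 3 WT mice and 3 TG mice was sequenced, where the TG mice carry the G82R and L85P changes in Slc1a2, the gene that encodes GLT-1. The libraries are called WT1 to WT3 and TG1 to TG3 after their replicate numbers. The paper's methods name Trizol extraction and a NEBNext Ultra library kit, whereas the sample labels name a Qiagen RNeasy kit and a SMARTer kit. The authors counted the reads of each gene with HTSeq and deposited the read count of each gene scaled to gene length and library size (FPKM) for 54532 genes in each library. The FPKM times the gene length was a whole multiple of a fixed step for 100% of the values, so the reads behind each value were recovered. The reads on genes were 18350241 in WT1, 16081281 in WT2 and 18751057 in WT3, and 16116117 in TG1, 17691122 in TG2 and 17898604 in TG3. The medians were 18350241 reads in WT mice and 17691122 reads in TG mice. At this depth, 3 reads on a gene of 1 kb gave an FPKM between 0.160 and 0.190, so values in that range rest on few reads. The groups were compared on log2(FPKM + 0.1) with limma, using empirical Bayes variances with a trend on expression, over the 20952 genes with a mean FPKM of at least 0.1. The p-values were adjusted by the Benjamini-Hochberg approach, and fold changes on this scale understate the change of genes with low FPKM. For a single value, an exact permutation test of 3 libraries against 3 gives a two-sided p of 0.1 at the smallest. Slc1a2 (ENSMUSG00000005089, chromosome 2 from 102658659 to 102790784 in GRCm38) had an FPKM of 202, 199.5 and 177 in the WT libraries and 222, 207 and 217 in the TG libraries. FPKM do not hold the bases of the reads, so the G82R and L85P changes could not be read from them.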

We then performed RNA-seq to investigate the underlying mechanism of G82R/L85P variant TG mice. 

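Over the genes tested, the first principal component carried 23.4% of the variance between the 6 libraries and the second 21.8%. The scores on the first component were -7.34, -42.7 and -41.2 in WT1 to WT3, and 12.3, 51.9 and 27.0 in TG1 to TG3. The lowest TG score lay 19.7 above the highest WT score, and the difference between the group means had p = 0.1 in a two-sided exact permutation test, the smallest p that 3 against 3 allows. With a pseudocount of 0.01 in place of 0.1, the groups overlapped on the first component and this gap became -66.4. Distances over all genes tested were on average 2.28 longer between WT and TG libraries than within a group (one-sided exact permutation test over the 10 splits of the libraries, p = 0.1). Leaving out each library in turn gave a difference in distance between 0.415 without WT3 (exact permutation test, p = 0.5) and 4.11 without TG1 (p = 0.1). With limma, 656 genes were higher and 582 genes were lower in TG mice at an unadjusted p under 0.05. Together these are 1238 genes, while 1047.6 would be reached by chance alone, and 320 of them had a mean under 10 reads per library. Leaving out TG1 lowered the number of lower genes to 375. With a score of 18 genes of the choroid plexus, the secretory tissue of the brain ventricles, as a covariate chosen after seeing the data, 320 genes were higher and 367 were lower. A covariate takes 1 of the 4 degrees of freedom, so this fall in the counts does not show by itself that the tissue accounts for them. After Benjamini-Hochberg adjustment, 1 gene was higher and 1 gene was lower at an adjusted p under 0.05, and neither encodes a protein. The smallest adjusted p of a protein-coding gene was 0.519, shared by Tgfbi (ENSMUSG00000035493), Gpr62 (ENSMUSG00000091735) and the microRNA gene Mir7052. Tgfbi, on chromosome 13 from 56609523 to 56639562, had an FPKM of 0.960 ± 0.0826 (SD, n = 3) in WT mice and 2.27 ± 0.523 (SD, n = 3) in TG mice, a log2 fold change of 1.14 (standard error 0.194). Gpr62, on chromosome 9 from 106463962 to 106465938, had an FPKM of 8.89 ± 0.332 (SD, n = 3) in WT mice and 6.66 ± 0.118 (SD, n = 3) in TG mice, a log2 fold change of -0.41 (standard error 0.0708). Among genes with a mean FPKM of at least 1, the other genes with the smallest p were AC119957.1, DQ267102, Crh and H2-Q6 on the higher side, with log2 fold changes from 0.70 to 1.46, and Snord7, Gm10736 and Zap70 on the lower side, with log2 fold changes from -2.09 to -0.64. Of these, AC119957.1, DQ267102, Snord7 and Gm10736 had at most 12 reads in any library. The TG values lay all above or all below the WT values in 2527 genes, or 12.1% of those tested, where chance gives 10%.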

The principal components analysis (PCA) score plots revealed a distinct separation of components between WT and TG mice (Fig. 7A), and the volcano plot showed DEGs between WT and TG mice (Fig. 7B). The gene and FPKM expressions, Pearson correlation, and Venn diagram are presented in Supplementary Figs. 2 and 3. 

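The median FPKM of the genes tested was 2.47, 2.48 and 2.37 in WT1 to WT3 and 2.43, 2.598 and 2.49 in TG1 to TG3, and the medians of the groups overlapped. The Pearson correlation of log2(FPKM + 1) across genes was 0.9891 to 0.9907 within WT mice, 0.9887 to 0.9895 within TG mice and 0.9860 to 0.9910 between the groups. Genes are not independent replicates, and no p-value is given for these correlations.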

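Lower expression in TG mice was measured on gene lists, written by hand or picked by gene name. They leave out the genes the study displays in Fig. 7E, because those were chosen on the same libraries. Lists were tested with camera, which asks whether the genes of a list rank apart from all others at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over 31 lists. The 27 myelin and mature oligodendrocyte genes had a median log2 fold change of -0.22 (camera in limma, adjusted p = 5.5e-05). Relative to the WT mean of each gene, the list's median was 0.12, 0.03 and -0.15 in WT1 to WT3 and -0.47, -0.09 and -0.04 in TG1 to TG3. The numbers of genes below the WT mean were 3, 10 and 23 of 27 in WT1 to WT3 and 26, 21 and 18 of 27 in TG1 to TG3. Without TG1, the median log2 fold change of the list was -0.09 (adjusted p = 0.085 in camera). With fry, a test that rotates the residuals of these 6 libraries and assumes no preset correlation, the adjusted p of the list was 0.573, and with the correlation estimated from the libraries it was 0.657. No list kept an adjusted p under 0.05 with fry or with an estimated correlation. Opalin (ENSMUSG00000050121, chromosome 19 from 41062474 to 41077113), the gene with the smallest p of the list, had an FPKM of 10.9 ± 1.90 (SD, n = 3) in WT mice and 6.42 ± 1.75 (SD, n = 3) in TG mice (log2 fold change -0.77, adjusted p = 0.786 over all genes). Mbp, its most abundant gene, had an FPKM of 259.5 ± 34.0 and 249.5 ± 47.2 (SD, n = 3 each), a difference well inside the SD of either group. No myelin gene outside Fig. 7E had an adjusted p under 0.05, whether adjusted over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. The nuclear genes of the respiratory chain were picked by gene name. The gene with the smallest p among them, Cox6c2, is a processed pseudogene with 0 to 6 reads per library. The 82 genes of this list had a median log2 fold change of -0.17 (camera, adjusted p = 1.5e-07), with medians of -0.07, -0.16 and 0.24 in WT1 to WT3 and -0.29, -0.09 and -0.10 in TG1 to TG3. Without WT3 it was -0.04 (adjusted p = 0.177), and without TG1 it was -0.10. The 11 mitochondrially encoded genes had a median of -0.22 (camera, adjusted p = 0.0314). This fall came mainly from TG1, where the median was -0.55, against -0.02 in TG2 and -0.06 in TG3, and without TG1 it was -0.05. After a correction of each library for gene length and GC content, chosen after seeing the data, the median of the mitochondrially encoded genes was 0.02.

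**Figure D1:**
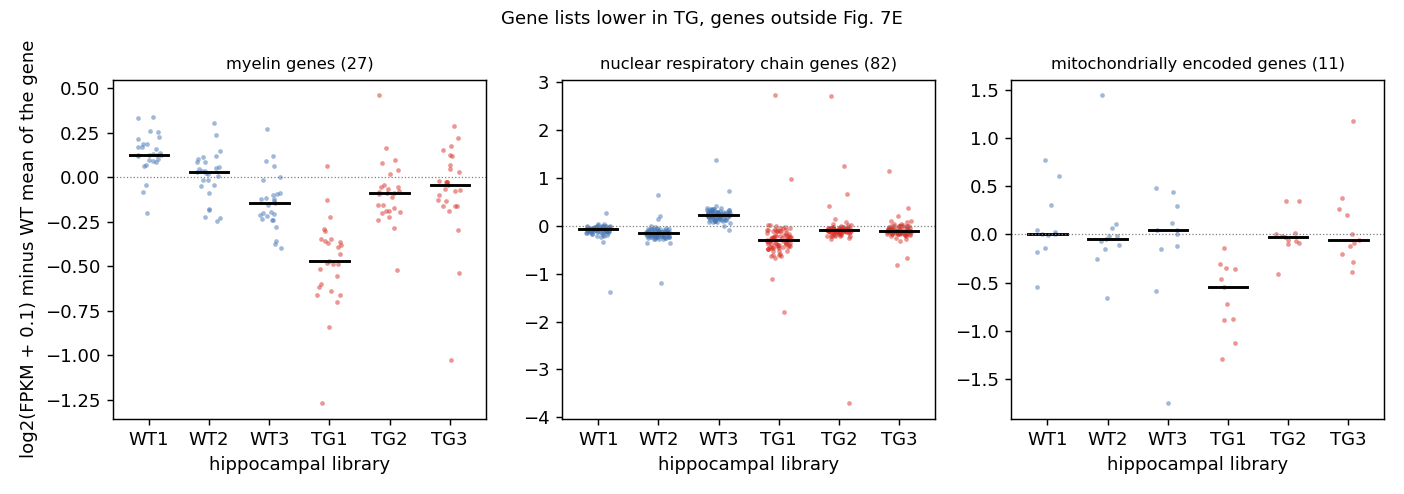
Expression of myelin genes, nuclear respiratory chain genes and mitochondrially encoded genes outside Fig. 7E in each of the 6 libraries. The x axis gives the library, the y axis gives log2(FPKM + 0.1) minus the WT mean of the gene, each point is a gene and each black line is the median of the list. The medians of TG1 are the lowest, at -0.47, -0.29 and -0.55. For myelin genes the median of TG3, at -0.04, is above that of WT3, at -0.15.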

We present the GO pathways enriched by the decreased and increased DEGs in Fig. 7C, D. Notably, we found that the decreased DEGs were enriched in “Central nervous system myelination,” “Ensheathment of neurons,” “Axon ensheathment,” and “Glial cell development,” which were related to the function of astrocytes in the CNS (Fig. 7C). 

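A hand-written list of 42 interferon-response genes that leaves out the genes displayed in Fig. 7F had a median log2 fold change of 0.53 in TG mice (camera, adjusted p = 2.2e-17). Relative to the WT mean of each gene, its median was 0.20, -0.13 and -0.13 in WT1 to WT3 and 0.34, 0.70 and 0.51 in TG1 to TG3, so every TG library lay above every WT library. Of the genes, 17 had a mean FPKM of at least 1 in WT mice. Leaving out each library in turn gave medians between 0.43 and 0.62. With fry, the adjusted p of the list was 0.241. In all, 16 genes of this list were higher at an unadjusted p under 0.05 and none at an adjusted p under 0.05, over all genes or adjusted over the list alone. Gbp3 (ENSMUSG00000028268, chromosome 3 from 142560026 to 142573209) had the smallest p of the list, with an FPKM of 1.09 ± 0.208 (SD, n = 3) in WT mice and 2.08 ± 0.471 (SD, n = 3) in TG mice, a log2 fold change of 0.86 (standard error 0.210). The most abundant was Ifi27, with an FPKM of 24.1, 22.0 and 24.4 in the WT libraries and 27.9, 47.1 and 24.5 in the TG libraries. The 20 genes of antigen presentation rose by a median log2 fold change of 0.73 (camera, adjusted p = 1.2e-10, and 0.242 with fry), with medians of 0.20, -0.16 and -0.08 in WT1 to WT3 and 0.35, 1.07 and 0.87 in TG1 to TG3. TG2 and TG3, where the list was highest, also had many immunoglobulin reads, and a shared source was not tested. Of the 20 genes, 12 were higher at an adjusted p under 0.05 adjusted over the list alone, and none over all genes. H2-Q6 (ENSMUSG00000073409, chromosome 17 from 35424850 to 35430055) rose from 1.66 ± 0.458 to 3.51 ± 0.575 FPKM (SD, n = 3 each), although 35.0% of the 50-base stretches of its transcripts also occur in other genes, so reads could be split with these. B2m, the most abundant of the list, had an FPKM of 87.0, 65.3 and 79.4 in the WT libraries and 67.9, 181 and 132 in the TG libraries, so TG1 lay within the WT range. Genes of the choroid plexus were compared as well. The 21 choroid plexus genes were 2.94 and 4.57 above the WT mean in TG1 and TG2 and -0.01 from it in TG3, on the log2 scale.

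**Figure D2:**
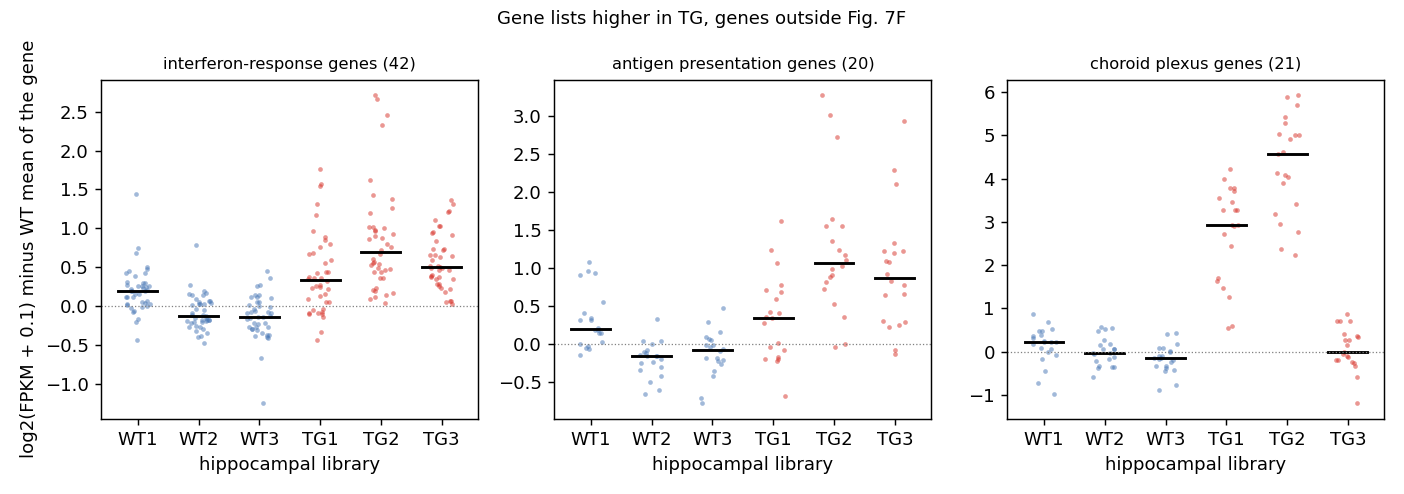
Expression of interferon-response genes and antigen presentation genes outside Fig. 7F and of choroid plexus genes in each of the 6 libraries. The x axis gives the library, the y axis gives log2(FPKM + 0.1) minus the WT mean of the gene, each point is a gene and each black line is the median of the list. Interferon-response medians are 0.34, 0.70 and 0.51 in TG1 to TG3 and at most 0.20 in the WT libraries, whereas choroid plexus genes are high in TG1 and TG2 and not in TG3.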

The upregulated DEGs were enriched in neuroinflammation-associated signaling pathways, such as “Response to interferon-beta,” “Response to interferon-gamma,” “Regulation of innate immune response,” and “Cytokine-mediated signaling pathway” (Fig. 7D). 

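Fig. 7E displays 10 genes of glial cell development and 6 of mitochondrial electron transport, and Fig. 7F displays 32 genes of the cytokine pathway, all chosen by the study on these libraries. Of the 16 genes of Fig. 7E, 7 were lower at an unadjusted p under 0.05 with limma. Adjusted over the list alone, none of the glial genes and 1 mitochondrial gene, mt-Co3, had an adjusted p under 0.05, and over all genes none did (smallest adjusted p 0.786). Since the study chose the genes on the same libraries, the count over the list alone is not independent evidence. Without TG1, the number at an unadjusted p under 0.05 fell to 1, and without TG3 it rose to 12. Over the alternatives that kept all 6 libraries, it ran from 1 to 14. The 14 came with limma-voom on the recovered reads, and the 1 with a choroid plexus score as a covariate. Omg (ENSMUSG00000049612, chromosome 11 from 79500982 to 79504084) fell from an FPKM of 44.8 ± 5.01 to 36.8 ± 1.41 (SD, n = 3 each), a log2 fold change of -0.28 (standard error 0.0904). The nuclear gene Ndufb6 fell by 0.31 on the log2 scale, and Ndufa12 and Dld fell by 0.32 and 0.21 with unadjusted p-values of 0.0555 and 0.0697. For mt-Co3 (ENSMUSG00000064358, mitochondrial genome from 8607 to 9390), the FPKM was 74.9, 73.9 and 69.8 in the WT libraries and 36.5, 58.0 and 44.2 in the TG libraries, a log2 fold change of -0.68 (standard error 0.156). However, 99.86% of the 50-base stretches of this gene also occur in a transcript of another gene, so its FPKM holds the share of reads that the counting left to it. The mitochondrial gene mt-Nd2, of which 8.19% is shared, had an FPKM of 2811 ± 254 in WT mice and 2326 ± 331 in TG mice (SD, n = 3 each) and an unadjusted p of 0.184. Of the 32 genes of Fig. 7F, 29 were tested and all 29 were higher in TG mice, with log2 fold changes from 0.21 to 2.42. The other 3 genes (Cxcl9, Il18rap and Ifnlr1) had a mean FPKM under 0.1 and at most 17 reads in a library. At an unadjusted p under 0.05, 17 genes were higher, and with limma-voom on the recovered reads 26 were. With a choroid plexus score of 21 genes as a covariate, chosen after seeing the data, 4 were, at a list median of 0.38. The covariate takes 1 of the 4 degrees of freedom, so this fall does not show by itself that the tissue accounts for these genes. Of the 17, 10 had an adjusted p under 0.05 adjusted over the list alone, which again is not independent evidence, and none over all genes. The smallest p belonged to Irf7 (ENSMUSG00000025498, chromosome 7 from 141262706 to 141266481), with an FPKM of 0.475 ± 0.0861 in WT mice and 1.06 ± 0.181 in TG mice (SD, n = 3 each), a log2 fold change of 1.015 (standard error 0.215). Nlrc5 rose from 0.104 ± 0.0370 to 0.442 ± 0.0494 FPKM (SD, n = 3 each), on 10 to 76 reads per library, and Iigp1 from 0.615 ± 0.128 to 1.38 ± 0.290 (SD, n = 3 each). Cd74 (ENSMUSG00000024610, chromosome 18 from 60803848 to 60812646) had the largest fold change of the list, with an FPKM of 5.06, 2.99 and 1.59 in the WT libraries and 6.68, 33.6 and 18.1 in the TG libraries. Gas6, the most abundant, had an FPKM of 38.8 ± 1.65 and 48.7 ± 9.52 (SD, n = 3 each) and an unadjusted p of 0.0583. Krt8 and Prlr were high only in TG1 and TG2, the TG libraries with choroid plexus genes. Krt8 had an FPKM of 0.470, 0.285 and 0.327 in the WT libraries and 1.42, 3.28 and 0.170 in the TG libraries, and Prlr had 0.324, 0.262 and 0.226 in the WT libraries and 1.32, 3.53 and 0.249 in the TG libraries.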

We listed the representative decreased DEGs enriched in “Glial cell development” and “Mitochondrial ATP synthesis coupled electron transport” pathways, and increased DEGs enriched in “Cytokine-mediated signaling pathway” (Fig. 7E, F).

**Fig. 7:**
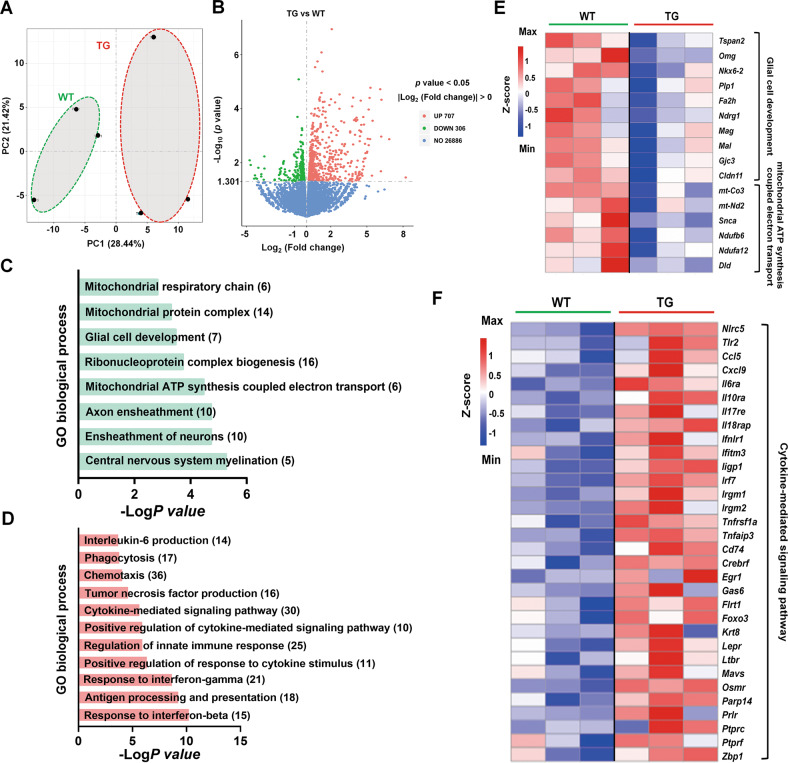
Transcriptome analysis of G82R/L85P variant knock-in mice. **A** PCA score plots revealed a distinct separation between components in WT and TG mice. **B** DEGs between WT and TG mice are shown in a volcano plot. **C**, **D** The representative GO pathways enriched by down- and up-regulated DEGs between WT and TG mice are shown. **E** Downregulated DEGs enriched in “Glial cell development” and “Mitochondrial ATP synthesis coupled electron transport” pathways are shown. **F** Upregulated DEGs enriched in the “Cytokine-mediated signaling pathway” are shown.

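The genes displayed in Fig. 7E and 7F moved by different amounts in the 3 TG libraries. Relative to the WT mean of each gene on the log2 scale, the 10 glial genes of Fig. 7E had medians of 0.10, 0.06 and -0.14 in WT1 to WT3 and -0.60, -0.23 and -0.15 in TG1 to TG3, so TG3 lay at the level of WT3. The 6 mitochondrial genes of Fig. 7E had medians of -0.07, -0.11 and 0.17 in WT1 to WT3 and -0.52, -0.18 and -0.25 in TG1 to TG3. The genes of Fig. 7F had medians of 0.21, -0.03 and -0.13 in WT1 to WT3 and 0.46, 0.98 and 0.43 in TG1 to TG3, and each TG library lay above each WT library.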

Because the upregulated DEGs were enriched in the neuroinflammatory pathways, and glutamate excitotoxicity is a crucial cause of neuroinflammation in epilepsy [52], we examined the inflammatory markers in WT and TG mice. We found that the mRNA expression of proinflammatory cytokines, such as IL-1β, TNF-α, and IFN-γ, and microglial homeostatic markers (CSF1R, CX3CR1, and TMEM119) were increased in the hippocampus of TG mice compared to the WT mice (Fig. 8A, B). The immunofluorescence staining demonstrated reductions in microglial endpoints and process complexity, an increased microglial volume, and elevated CD68 (an activation marker of microglia) positive cells in the hippocampus of TG mice compared with WT mice (Fig. 8C–H), indicating that microglia change from a “resting” ramified phenotype to an “activated” bushy phenotype.

**Fig. 8:**
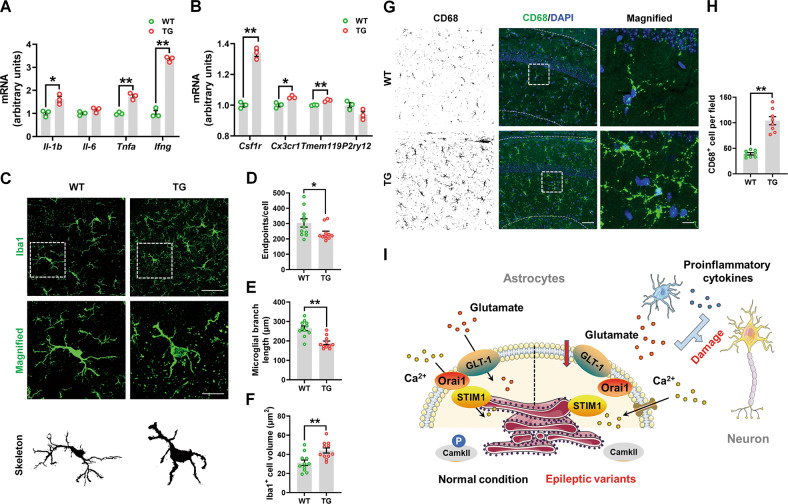
G82R/L85P variant knock-in mice had neuroinflammation. **A**, **B** The mRNA expression levels of *Il-1b*, *Il-6*, *Tnfa*, *Ifng*, *Csf1r*, *Cx3cr1*, *Tmem119*, and *P2ry12* were determined by qRT-PCR. **C** Immunofluorescence staining of Iba1-positive cells in the hippocampus of WT and TG mice. Scale bar, 20 μm. Magnified Iba1-positive cells are shown in the middle column of panel (**C**), and their skeletal images are shown in the bottom column of panel (**C**). Scale bar, 5 μm. **D**–**F** Quantification of endpoints per cell, branch length, and the volume of Iba1-positive cells in panel (**C**). *n* = 11 per group. **G** Immunofluorescence staining of CD68-positive cells in the hippocampus of WT and TG mice. Scale bar, 50 μm. Magnified CD68-positive cells are shown in the right column of panel (**G**). Scale bar, 10 μm. **H** Quantification of the numbers of CD68-positive cells in panel (**G**). *n* = 8 per group. **I** Schematic model of the study. In the normal condition, GLT-1 is responsible for glutamate uptake and interacts with STIM1/Orai1 to maintain the Ca^2+^ refilling and phosphorylation of CaMKII in the ER. However, epileptic variants (G82R, L85P, and P289R) decrease the expression and function of GLT-1 and inhibit STIM1/Orai1-mediated SOCE together with the phosphorylation of CaMKII. Glutamate excitotoxicity and microglia-released proinflammatory cytokines damage the hippocampal neurons and induce epilepsy. Results are expressed as mean ± SD. ^**^P < 0.01, ^**^P < 0.05 vs. WT. Statistical significance was determined using Student’s *t* test.

## Discussion

The glutamate transporter GLT-1 plays a key role in terminating glutamate excitotoxicity in the synaptic cleft, and thus its dysfunction contributes to neurodegenerative diseases, such as PD, AD, and amyotrophic lateral sclerosis (ALS) [38, 40, 53, 54], and neurological diseases, such as epilepsy and stroke [17, 18, 55]. Previously, three *SLC1A2* variants, Gly82Arg, Leu85Pro, and Pro289Arg, were reported to be clinically linked with epilepsy [17, 18]. In this study, we further verified that these variants reduced the expression and function of GLT-1, which may be caused by the regulation of STIM1/Orai1-mediated SOCE. Additionally, we established *SLC1A2* variant KI mice to provide a basis for the role of GLT-1 in epilepsy (Fig. 8I).

Of the above variants, Gly82 and Leu85 were located in TM2 of glutamate transporters. As mentioned above, it is widely believed that the trimeric interface of the glutamate transporters, which involves TM2, 4, and 5, remains rigid during the transport process [41]. However, several groups, including ours, have revealed that several amino acid residues, including Leu85 in TM2, are essential for the transport behavior and anion channels [36, 51, 56]. In this study, we found that G82R and L85P significantly reduced the expression and function of GLT-1 and glutamate-elicited currents. In addition, the G82R/L85P mutant KI mice manifest decreased GLT-1 expression. These data further support the critical role of TM2 in the transport process. The effects of G82R and L85P on the glutamate transporter are explained by their role in determining the GLT-1 location in the membrane because maintaining the side-chain structures of the glutamate transporter did not abolish the effects of variants. Because the G82R and L85P variants significantly suppressed the expression and function of GLT-1 (nearly 90%), it was difficult to evaluate the relative motion between TM2 and TM5.

SOCE is the main calcium regulator for non-excitatory neural cells, such as astrocytes and microglia [47, 48] and astrocytic knockdown of GLT-1 impaired the calcium signaling pathway [39]. Both STIM1 and STIM2 were found to be elevated in the dentate gyrus, CA1 and CA3 regions of chronic epileptic mice and in a hippocampal sample from a patient with medial temporal lobe epilepsy [57]. Pharmacologic inhibition of SOCE suppresses the interictal spikes and epileptic burst activity [57]. Thus, STIM1/Orai1 mediated SOCE could modulate neuronal excitation and regulate synaptic plasticity [58]. In this study, we evaluated the effects of epileptic variants on SOCE. First, we found that GLT-1 may be a partner of the SOCE machinery, as evidenced by the interaction between GLT-1 and STIM1/Orai1. In addition, the disease-related mutants decreased the Orai1 expression and reduced the interaction between GLT-1 and STIM1/Orai1, suggesting that they may inhibit SOCE activity. Previously, suppression of SOCE was reported to inhibit the rhythmized epileptic burst activity in chronic epileptic hippocampal slices [57]. Besides, overexpression of Orai1 in the mice brain enhances the Ca^2+^ response and neuronal activity, and leads to spontaneous occurrence of seizure-like events [59, 60]. We concluded that the contradictory results may be due to the effects of SOCE on different cell types, considering that we focused on SOCE in astrocytes in the present study. In addition, we hypothesized that epileptic variants possibly decrease the SOCE activity in astrocytes due to their compensatory effects. In the normal condition, exhausted ER Ca^2+^ level triggers STIM to interact with Orai1 and TRP families to activate the refilling of ER Ca^2+^ through SOCE [49]. Epileptic variants significantly reduced the expression and function of GLT-1, which induced extracellular accumulation of glutamate. Since glutamate excitotoxicity affects calcium homeostasis in astrocytes [61, 62], SOCE inhibition in epileptic variants may be resistant to these effects.

Inspired by the emerging role of TM2 in glutamate transport and our in vitro results, we established the *SLC1A2* variant (G82R/L85P) KI mice. The mice manifested decreased GLT-1, Orai1, and phosphorylation of CaMKII expression, which is consistent with our in vitro results that GLT-1 deficiency may interrupt SOCE activity. In addition, the hyperactive behavior of mice may be due to glutamate excitotoxicity-evoked neuronal activity. We also found impaired movements in the TG mice, which is in line with previous studies that showed that reduced astrocytic GLT-1 may induce a parkinsonian phenotype [39, 63, 64]. 

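The 10 genes of glial cell development displayed in Fig. 7E had a median log2 fold change of -0.33 in TG mice (camera in limma, adjusted p = 1.1e-05). With fry, which sets no correlation between genes in advance, the adjusted p was 0.242. Leaving out each library in turn gave medians between -0.43 without TG3 and -0.19 without TG1. These genes were selected from the same 6 libraries, so neither p is independent evidence. Markers of other glial cells were compared on hand-written lists. The 15 astrocyte genes had a median log2 fold change of 0.01 (camera, adjusted p = 0.949), and the 11 genes of oligodendrocyte precursor cells had a median of -0.02 (adjusted p = 0.749). The astrocyte median was -0.02 without WT1 and -0.01 without TG3, and the median of the precursor genes was 0.01 without WT1, so neither direction held. The most abundant astrocyte gene, Aldoc (ENSMUSG00000017390, chromosome 11 from 78322968 to 78327781), had an FPKM of 274 ± 35.6 in WT mice and 255 ± 3.55 in TG mice (SD, n = 3 each), a difference smaller than the SD of the WT libraries.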

Using RNA-seq, we identified that the decreased DEGs were enriched in glial cell development in TG mice. *Tetraspanin-2* (*Tspan2)*, *Proteolipid protein 1* (*Plp1*), *Nkx6-2*, *Fatty acid 2-hydroxylase* (*Fa2h*), *N-myc downstream regulated gene 1* (*Ndrg1*), and *Claudin11* (*Cldn11*) participate in glial development and maintenance of the myelin sheath, and their dysfunction is related to spastic ataxia and hypomyelination [65–69]. 

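Tspan2 (ENSMUSG00000027858, chromosome 3 from 102734529 to 102801513 in GRCm38) had an FPKM of 21.1 ± 1.97 (SD, n = 3) in WT mice and 16.8 ± 2.08 (SD, n = 3) in TG mice, a log2 fold change of -0.33 (standard error 0.113), and each TG library lay below each WT library. Nkx6-2 (ENSMUSG00000041309, chromosome 7 from 139579376 to 139582797) fell from 8.36 ± 0.893 to 6.25 ± 1.11 (SD, n = 3 each), with overlapping groups. The FPKM of Fa2h (ENSMUSG00000033579, chromosome 8 from 111345135 to 111393824) was 10.3 ± 1.63 in WT mice and 8.13 ± 1.19 in TG mice (SD, n = 3 each). That of Ndrg1 (ENSMUSG00000005125, chromosome 15 from 66929318 to 66969640) was 13.7 ± 1.52 and 11.7 ± 0.696, and that of Cldn11 (ENSMUSG00000037625, chromosome 3 from 31149920 to 31164324) was 59.1 ± 2.51 and 49.4 ± 8.48 (SD, n = 3 each). With limma, the unadjusted p was 0.0227 for Tspan2 and 0.0203 for Nkx6-2, and it was above 0.05 at 0.0562 for Fa2h, 0.0595 for Ndrg1 and 0.0689 for Cldn11. None of these 5 genes had an adjusted p under 0.05, over all genes or adjusted over the list alone, where the smallest was 0.0756. For each of the 5 genes, TG1 had the lowest FPKM. The paper first states that the decreased DEGs were enriched in glial cell development, then names such genes and relates their dysfunction to hypomyelination.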

*Tspan2* and *Plp1* are well-characterized members of the tetraspanin superfamily, *Tspan2* contributes to the early stages of the oligodendrocyte differentiation into myelin-forming glia, and *Plp1* is essential for the axon-supportive function of myelin [70, 71]. Both *Plp1* and *Tspan2* localize to compact myelin, while *Plp1* is also responsible for the biogenesis and structure of myelin, and the maintenance of axonal integrity [72]. *Nkx6-2* is involved in oligodendrocyte maturation and its mutations leads to the hypomyelination and spastic ataxia phenotype in humans [66]. *Fa2h* is responsible for the formation of 2-hydroxy galactolipids in nervous system myelin, and its mutations cause leukodystrophy and spastic paraplegia [67, 73]. *Ndrg1* is indispensable for the maintenance of the myelin sheath, and its deficiency leads to Schwann cell dysfunction and progressive demyelinating disorder [68, 74]. *Cldn11*, a claudin family of tight junction proteins, is a major component of nervous system myelin and it also regulates the proliferation and migration of oligodendrocytes [75]. Mice lacking *Cldn11* exhibit central auditory deficits and reduced anxiety-like behavior [76]. The increased DEGs were enriched in the neuroinflammation-related pathways, which was confirmed by examining the cytokine expression and microglial morphology. A previous study reported that glutamate excitotoxicity activates microglia to induce neuroinflammation in epilepsy [52]. However, we did not observe spontaneous epileptic seizures in these mice. This may be because of the high embryo mortality in GLT-1 deficiency, as reported previously [42], which is why we were unable to obtain an adequate number of mutant mice. In addition, specific hippocampal mutant mice may be required to observe seizures.

In the present study, we confirmed that the clinically reported epileptic *SLC1A2* variants (G82R, L85P, and P289R) decreased the expression and function of GLT-1, and inhibit glutamate-elicited currents in vitro. The underlying mechanism possibly involves the regulation of STIM1/Orai1-mediated SOCE machinery by GLT-1. Furthermore, we established *SLC1A2* variant KI mice to provide a basis for the role of GLT-1 in epilepsy. Taken together, glutamate transporters were found to be an emerging therapeutic target for epilepsy intervention.

## Material and methods

### Reagents

Anti-CaMKII (#4436), Phospho-CaMKII (Thr286) (#12716), STIM1 (#5668), and Integrin β1 (#34971) antibodies were purchased from Cell Signaling Technology (Danvers, MA, USA). Anti-GLT-1 (sc-365634) antibodies were purchased from Santa Cruz Biotechnology (Dallas, TX, USA). Anti-Orai1 (66223-1-Ig) and Actin (23660-1-AP) antibodies were purchased from Proteintech Group (Rosemont, IL, USA). DyLight 488 goat anti-mouse IgG (H+L) (70-GAM4882) and DyLight 594 goat anti-rabbit IgG (H+L) (70-GAR5942) were purchased from Multi Sciences (Hangzhou, China). Horseradish peroxidase (HRP)-labeled goat anti-rabbit IgG and HRP-labeled goat anti-mouse IgG were purchased from Beyotime Biotechnology (Shanghai, China). D-[^3^H]-Asp was purchased from PerkinElmer (Waltham, Massachusetts, USA). EZ-Link Sulfo-NHS-SS-Biotin was purchased from Thermo Scientific (#21331, Waltham, MA, USA).

### Generation and subcloning of mutants

The cysteine-less EAAT2 (coded by *SLC1A2*, Gene ID: 20511) was constructed in the vector pBluescript SK (Stratagene, La Jolla, CA, USA), and served as a template for site-directed mutagenesis. Mutant glutamate transporters were generated using QuikChange Site-Directed Mutagenesis Kit (Toyobo, Osaka, Japan), and ascertained using full-length sequencing (Sangon Biotech, Shanghai, China) according to our previous study [35, 51]. The pBluescript SK plasmid was used as the negative control.

### Cell culture and transient transfections

HeLa cells were purchased from ATCC (Manassas, VA, USA) and cultured in DMEM basic medium (Invitrogen, Carlsbad, CA, USA) with 10% fetal calf serum (Invitrogen, Carlsbad, CA, USA), 100 U/mL penicillin, and 0.1 mg/ml streptomycin (Beyotime Biotechnology, Shanghai, China). Transfections were performed using Lipofectamine™ 3000 Transfection Reagent (#L3000150, Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. Briefly, cells were seeded to achieve 70–90% confluence before transfection, and the plasmid DNA-lipid complexes were prepared according to the manufacturer’s instructions. Then, the DNA-lipid complexes were added to the cells for 24 h. Subsequently, glutamate transport and cell surface biotinylation were performed.

### Transport assay

Glutamate transport assay was performed according to our previous study [34, 35]. HeLa cells in 24 plates transfected with different mutants were washed with 1 mL of choline chloride (ChCl) solution (150 mM ChCl, 5 mM KPi, pH 7.4, 0.5 mM MgSO_4_, and 0.3 mM CaCl_2_) for two times. Then, NaCl solution (150 mM NaCl, 5 mM KPi, pH 7.4, 0.5 mM MgSO_4_, and 0.3 mM CaCl_2_) containing 0.4 mCi (0.15 mM) D-[^3^H]-aspartate (PerkinElmer, Waltham, MA, USA) was added, and the solution was incubated for 10 min at room temperature. Next, 1% SDS was added after washing the cells twice with NaCl solution, and the D-[^3^H]-aspartate radioactivity was detected. Because both glutamate and aspartate are the substrates for the high-affinity glutamate transport system [77, 78], the ^3^H-labeled aspartate could reflect the transport function for glutamate.

### Cell surface biotinylation

Cells in six-well plates were washed with 0.01 M PBS and incubated with 0.5 mg of EZ-Link Sulfo-NHS-SS-Biotin (#21331, ThermoFisher Scientific, Waltham, MA, USA) on ice for 40 min. Then, cells were incubated with 100 mM glycine on ice for 20 min. The total protein was extracted using IP lysis buffer (Beyotime Biotechnology, Shanghai, China). Beads were added to the total protein and incubated at 4 °C for 1 h. After centrifugation, the supernatant included the non-biotinylated protein. The beads were washed with 0.01 M PBS and incubated with the loading buffer at 60 °C for 30 min. After centrifugation, the supernatant containing biotinylated protein was collected.

### Co-immunoprecipitation assay (Co-IP)

Co-IP was performed using the Immunoprecipitation Kit (#PK10008, Proteintech, Rosemont, IL, USA) according to the manufacturer’s instructions. Briefly, protein samples were extracted using IP Lysis buffer supplemented with protease inhibitor. Protein samples were quantified by the BCA protein assay kit. A total of 2 μg of specific capture antibody and incubation buffer were added to 2 mg of protein samples and incubated at 4 °C for 24 h. Then, 50 μL of protein A/G beads were added to spin columns to capture the antigen-antibody complex. The antigen-antibody complex was washed with washing buffer and separated using 80 μl of elution buffer. Then, 10 μL of alkali neutralization buffer and 23 μL of 5 × loading buffer were added to the complex and analyzed by Western blot.

### Western blot

Cells and brain tissue were lysed using RIPA buffer supplemented with a protease inhibitor cocktail (Beyotime Biotechnology). Protein samples were quantified using a BCA protein assay kit and separated on 4–20% SDS-PAGE gel. Then, proteins were transferred onto polyvinylidene fluoride (PVDF) membranes and blocked with 5% BSA. The membranes were probed with primary antibodies and on the second day with the HRP-labeled secondary antibody. Images were captured using the GeneGnome XRQ Chemiluminescence imaging system (Gene Company, Hong Kong, China). Protein levels were normalized against that of actin. Quantification of the bands was performed using Image J software. Full and uncropped western blots were provided in Supplemental Material.

### HEK293 cell culture and transfection

HEK293 cells (ATCC, Manassas, VA, USA) were cultured in DMEM basic medium (Invitrogen, Carlsbad, CA, USA) with 10% fetal calf serum (Invitrogen, Carlsbad, CA, USA), 100 U/ml penicillin, and 0.1 mg/ml streptomycin (Beyotime Biotechnology, Shanghai, China) at 37 °C in a 5% CO_2_ incubator. The day before patch-clamp recording, HEK293 cells were transiently transfected with SK, wild type (WT), or mutants (82R, L85P and P289R) using Lipo6000.

### Patch-clamp recording

Whole-cell recording was performed according to our recent study [51]. Pipettes were fabricated from borosilicate glass (World Precision Instruments, Sarasota, FL, USA) using a micropipette puller (PC-10, Narishige, Japan). Currents were elicited in HEK293 cells by 2 s of voltage ramps at −100 to +40 mV and a frequency of 0.1 Hz with a holding potential of −20 mV. Currents were amplified using Axopatch 700 A and digitized using Digidata 1440 A (Molecular Devices, San Jose, CA, USA). The standard extracellular solution contained (in mM) 137 NaCl, 4 KCl, 1.8 CaCl_2_, 1 MgCl_2_, 10 HEPES, and 10 glucose, at a pH of 7.4 (with NaOH). The standard intracellular solution contained (in mM) 130 CsCl, 5 MgCl_2_, 5 EGTA, and 10 HEPES, at a pH of 7.2 (with CsOH). For patch recording of glutamate-mediated currents, 20 mM glutamate was added to the extracellular solution.

### Transmission electron microscopy (TEM)

TEM was performed as described previously [79]. HeLa cells transfected with different mutants were fixed using 1% osmium tetroxide plus potassium ferrocyanide 1% in 0.1 M sodium cacodylate buffer and were dehydrated in a graded ethanol series. Afterwards, they were embedded in epoxy resin (SPI-Pon 812 Epoxy Resin Monomer; SPI, Shanxi, China). Ultrathin sections (60–70 nm) were obtained using an ultra-thin microtome (Leica EM UC7, Germany). Images were captured and analyzed using TEM (HT7700; Hitachi, Tokyo, Japan).

### Generation of *SLC1A2* variant mice

*SLC1A2* mutation mice were generated using a CRISPR/Cas9-based approach. The p. Gly82Arg and p. Leu85Pro mutations were introduced into exon 3 under the genetic background of C57BL/6N. Briefly, two sgRNAs were designed using the CRISPR design tool (https://wge.stemcell.sanger.ac.uk//) to target either a region upstream or downstream of exon 3. Then, the on-target activity was screened using a Universal CRISPR Activity Assay (UCATM, Biocytogen Pharmaceuticals Co., Ltd, Beijing, China). To minimize random integrations, we used a circular donor vector. The gene-targeting vector containing 5′ homologous arm, target fragment (exon3 with *p*. Gly82Arg and *p*. Leu85Pro mutations), and 3′ homologous arm was used as a template to repair the double strand breaks (DSBs) generated by Cas9/sgRNA. T7 promoter sequence was added to the sgRNA template by in vitro PCR amplification. Cas9 mRNA, targeting vector, and the sgRNAs were co-injected into the cytoplasm of one-cell stage fertilized C57BL/6N eggs. The injected zygotes were transferred to the oviducts of Kunming pseudopregnant females to generate F0 mice. F0 mice with the expected genotype confirmed by tail genomic DNA PCR and sequencing were mated with C57BL/6 mice to establish germline-transmitted F1 heterozygous mice. Further, F1 heterozygous mice were genotyped by tail genomic PCR, southern blot, and DNA sequencing. In this study, we obtained four *SLC1A2* variant mice: three males and one female, and their allocation were randomized and blinded. The littermates of wild-type (WT) mice (four males and one female) were used as controls. The mice were housed in standard facilities according to the Institutional Animal Care and Use Committee of Guangzhou Medical University and National Institute of Health guidelines on the care and use of animals (NIH Publications No. 8023, revised 1978).

### Behavioral tests

#### Open field test (OFT)

OFT was performed as described previously [79, 80]. Before the OFT, mice were habituated in the testing room for 1 day. Mice were placed in a box (40 × 40 × 40 cm) and allowed to explore for 15 min. Each mouse was placed individually in the central sector, and its locomotion was recorded using a video tracking system (EthoVisione XT software, Beijing, China). The total distance traveled, movement speed, the time spent in the central and the peripheral zone were recorded during the 15 min test period. After each trial, the apparatus was cleaned with 75% ethanol.

#### Elevated plus maze (EPM)

The EPM consisted of two open arms (50 × 10 cm), two closed arms (30 × 5 × 15 cm), and a central zone (5 × 5 cm). Mice were placed in the central zone for 5 min, and the time spent by mice in the open and closed arms was analyzed using a video tracking system (EthoVisione XT software, Beijing, China).

#### Pole climbing test

The Pole climbing test was performed as stated previously [80, 81]. The mice were placed on the top of a pole with a length of 75 cm and a diameter of 9 cm. The total time taken by mice to reach the pole base was recorded. Mice were trained for 3 days before the test.

#### Grip strength test

The grip strength test was performed as stated previously [80, 81]. Mice were suspended on a horizontal metal wire of l mm diameter and placed 30 cm above the ground for 10 s, using the two front paws to test their grasp strength. The grasping score was recorded as 3, 2, 1, and 0 if mice grasped the wire with two hind paws, mice grasped the wire with one hind paw, mice failed to grasp the wire, and mice fell, respectively.

#### Rotarod test

Rotarod test was performed as stated previously [80, 81]. Mice were trained on the rotarod cylinder for 3 days at a constant speed of 5 rpm. On the test day, the speed of the rotarod cylinder was accelerated from 4 to 40 rpm within 5 min. The latency time to fall of mice was recorded.

#### Tail suspension test (TST)

Mice were fixed in a suspension box at 1 cm from the tip of their tails. The mice heads were about 10 cm above the ground. After adaptation for 2 min, the immobility time of mice was recorded using a video tracking system (EthoVisione XT software, Beijing, China).

#### Fear conditioning test

The fear conditioning test was performed using NIR Video Fear Conditioning Package for Mouse (Med Associates, Vermont, USA). On day 1, after habituation for 180 s, the mice were exposed to a tone (75 dB, 2800 Hz, 30 s) and then to the same tone combined with electrical shock (1 mA) for 1 s, which was repeated four times at an interval of 110 s. On day 2, the mice were placed in the same chamber as on day 1 for 5 min without tone or electrical shock to assess context-dependent fear conditioning. On day 3, mice were placed in a black-colored chamber of the same size to assess the baseline activity for 3 min and then were exposed to the same tone as on day 1 for 3 min to assess tone-dependent fear conditioning. To evaluate the context- and tone-dependent conditioning, freezing scores were obtained by the Video Freeze® Software system (Med Associates, Vermont, USA) and expressed as a percent of baseline activity.

### RNA-sequencing (RNA-seq)

RNA-seq was performed as described previously [39, 79]. Briefly, hippocampal tissues were collected and RNA was extracted using Trizol (Invitrogen, Carlsbad, CA, USA). The cDNA libraries were prepared using the NEBNext® Ultra™ RNA Library Prep Kit for Illumina®, and libraries were sequenced on a HiSeq 2500 instrument platform (San Diego, CA, USA). Sequencing was performed at Novogene Inc. (Beijing, China). 

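Dividing each FPKM by the step of its library and gene gave the reads per gene. Of the genes listed, 30589 had an FPKM above 0 in at least 1 library. The 10 genes with the most reads held 4.41% to 5.44% of the reads on genes of a library. Mitochondrial genes held 4.60%, 4.35% and 4.87% of these reads in WT1 to WT3 and 3.43%, 4.53% and 4.33% in TG1 to TG3. The gene coordinates in the table follow GRCm38, since 53499 of the 54409 gene identifiers shared with a GRCm38 annotation had the same start and end.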

Read numbers were calculated using HTSeq v0.6.0, and fragments per kilobase of transcript-per-million mapped reads (FPKM) of each gene were calculated based on the length of the gene and read counts mapped to the analyzed gene. Genes were classified as differentially expressed based on the cutoffs of fold change (FC) > 1, false discovery rate (FDR) < 0.1, and adjusted *P* < 0.05. 

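Both genes with an adjusted p under 0.05 in the limma comparison were short non-coding RNA genes on few reads. Mir7655 (ENSMUSG00000099050, chromosome 2 from 18057846 to 18057903), a microRNA gene, was listed at 0 in all WT libraries and had at most 2 reads in a TG library. Snord7 (ENSMUSG00000065715, chromosome 11 from 83294304 to 83294400), a small nucleolar RNA gene, had an FPKM of 6.69, 6.38 and 5.51 in the WT libraries and 1.30, 1.73 and 1.14 in the TG libraries, on 2 to 12 reads (adjusted p = 0.0312 for both). On simulated libraries of the same means and depths, with 191 changed genes among 20407 tested, the same comparison called 102 changed genes at an adjusted p under 0.05 and 22 unchanged genes, all 22 with a mean under 10 reads. The simulation drew each gene independently with the same preset spread, so these rates need not hold for the real libraries.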

Gene ontology (GO) pathway analysis of differentially expressed genes (DEGs) was performed using the R package (v 3.5.1). RNA-seq data used in this study are available under GEO: GSE213652.

### Quantitative reverse transcription-polymerase chain reaction (qRT-PCR)

Total RNA was isolated using Trizol (Invitrogen, Carlsbad, CA, USA). A total of 1 μg of RNA was reverse-transcribed using the cDNA Reverse Transcription Kit (QIAGEN, Waltham, MA, USA). Gene expression was assessed using qRT-PCR assays. The relative mRNA expression was normalized to that of the actin gene. Quantitative PCR was performed using the primers listed in Supplementary Table 1. Data are from three separate experiments, with each experiment performed in triplicate.

### Immunofluorescence analysis

Mice brains were fixed in 4% paraformaldehyde and dehydrated in 30% sucrose solution. Brains were frozen in OCT buffer, and 30 mm serial coronal sections were cut using a freezing microtome (Leica, Hamburg, Germany). Then, the sections were blocked with 5% BSA and incubated with Iba1 antibody overnight at 4 °C. On the second day, the sections were incubated with fluorescent-labeled secondary antibody, and images were captured using a confocal microscope (SP8; Leica). Quantitative analysis was performed using the Image-Pro Plus 6.0 photogram analysis system (IPP 6.0, Media Cybernetics, Bethesda, MD, USA).

### Statistical Analysis

Data are presented as mean ± standard deviation of the mean (SD). The electrophysiological data were analyzed using pCLAMP 10 software (Molecular Devices, Union City, CA, USA). The resulting *P* values of RNA-seq data were adjusted using the Benjamini-Hochberg approach for controlling false discovery rates. The Student’s *t*-test was used for comparisons between two groups, and one-way analysis of variance (ANOVA) followed by the Tukey’s post hoc test was used for multiple comparisons. Differences with a *P* value *<* 0.05 were considered statistically significant. The statistical analyses were performed using GraphPad Prism 9.0 (GraphPad Software, La Jolla, CA, USA). *P* values are represented as ^*^P < 0.05 and ^**^P < 0.01.

## Supplementary information

Supplementary Figure Legends

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Table 1

Supplementary Video 1-WT mice

Supplementary Video 2-TG mice

Reproducibility checklist

Original Data File

## Data Availability

RNA-seq data used in this study are available under GEO: GSE213652. Additional data related to this paper are available from the corresponding author upon reasonable request.

# Supplementary material for: Functional investigation of SLC1A2 variants associated with epilepsy
**Source:** Cell Death Dis. 2022 Dec 21;13(12):1063. doi: 10.1038/s41419-022-05457-6
**Supplement:** Supplementary file 1 — Supplementary Figure Legends

**Supplementary Figure Legends**

**Supplementary Figure 1. Behavioral performance of G82R/L85P variant knock-in mice.** (A) The number of entries into the center zone of open field. (B and C) Time spent in the open arm and number of open arm entries in the EPM test. (D) Immobility time in TST. (E and F) Freezing levels of WT and TG mice in the contextual test, before the tone was applied. (G) Freezing levels of WT and TG mice after tone-cued fear conditioning was applied. n = 5 for WT mice (four males and one female) and n = 4 for TG mice (three males and one female). Results are expressed as mean ± SD. Statistical significance was determined using Student’s *t* test.

**Supplementary Figure 2. RNA-seq analysis of hippocampal DEGs in WT and TG mice.** (A) Gene expression distribution of RNA-seq data in the hippocampus of WT and TG mice. (B) FPKM density distribution of RNA-seq data in the hippocampus of WT and TG mice. (C) Pearson correlation between samples. (D) FPKM distribution of RNA-seq data in the hippocampus of WT and TG mice.

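The genes with an FPKM above 0 numbered 24177, 24567 and 23787 in WT1 to WT3 and 23741, 24556 and 24262 in TG1 to TG3. An FPKM of at least 1 was reached by 13259, 13392 and 13175 genes in the WT libraries and by 13199, 13542 and 13378 genes in the TG libraries, so the ranges of the groups overlapped on both counts.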

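The correlation was lowest between WT3 and TG2, at a Pearson r of 0.9860, and highest between WT1 and TG3, at 0.9910, so the pair closest to each other came from different groups. All 15 pairs of libraries differed by more than the sampling noise of their reads, with a chi-square per degree of freedom of at least 5.19, so no library was counted as a copy of another.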

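Among the genes tested, the lower quartile of FPKM was 0.444, 0.493 and 0.425 in WT1 to WT3 and 0.433, 0.489 and 0.462 in TG1 to TG3. The upper quartile was 9.01, 8.98 and 9.05 in the WT libraries and 9.02, 9.10 and 9.05 in the TG libraries.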

**Supplementary Figure 3. 

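An FPKM above 0 in at least 1 library of both groups was found for 25593 genes. Another 2518 genes were above 0 only in WT mice and 2478 only in TG mice, and the numbers of such genes depend on single reads at this depth.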

DEGs between WT and TG mice.** Venn diagram showing the DEGs between WT and TG mice.

# Supplementary material for: Functional investigation of SLC1A2 variants associated with epilepsy
**Source:** Cell Death Dis. 2022 Dec 21;13(12):1063. doi: 10.1038/s41419-022-05457-6
**Supplement:** Supplementary file 5 — Supplementary Table 1

**Supplementary Table 1. Primer used for qRT-PCR.**

| Mouse gene | Primer sequence (5′-3′) |
| --- | --- |
| *Il-1b* | F: AATGCCACCTTTTGACAGTGAT  R: TGCTGCGAGATTTGAAGCTG |
| *Il-6* | F: AGGATACCACTCCCAACAGACC  R: AAGTGCATCATCGTTCATACA |
| *Tnfa* | F: CACGTCGTAGCAAACCACC  R: TGAGATCCATGCCGTTGGC |
| *Ifng* | F: TGGCAGGAGATGTCTACACT  R: GAAGCACCAGGTGTCAAGTC |
| *Csf1r* | F: CCTCAAACGTGGAGACACCAA  R: CGTGTGCCAACATCATTGCT |
| *Cx3cr1* | F: CAACCCCTTTATCTACGCCTT  R: GACCCATCTCCCTCGCTTG |
| *Tmem119* | F: CTGACATTCTGGCTGCTACC  R: CACCCTTCACAGGCTTTGCTC |
| *P2ry12* | F: TTTGCTGGGCTCATCACGAAC  R: ACTGAAGTAACTTGGCACACC |

F, forward primer sequence; R, reverse primer sequence.

# Supplementary material for: Functional investigation of SLC1A2 variants associated with epilepsy
**Source:** Cell Death Dis. 2022 Dec 21;13(12):1063. doi: 10.1038/s41419-022-05457-6

Figure 1D

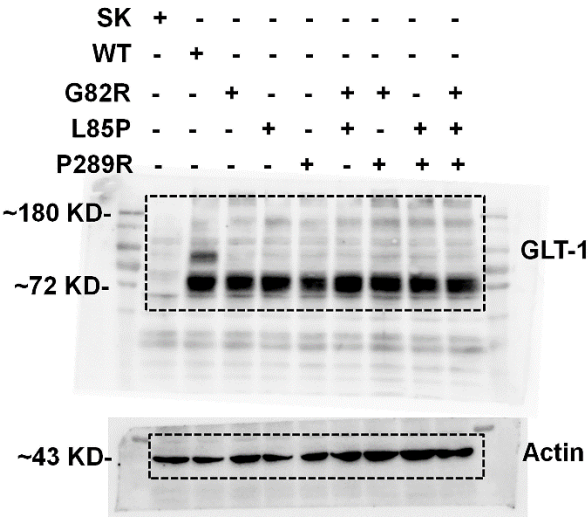

Figure 1F

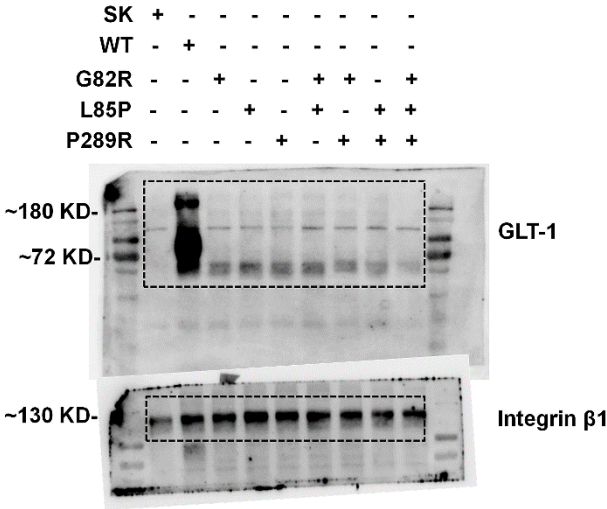

Figure 1H

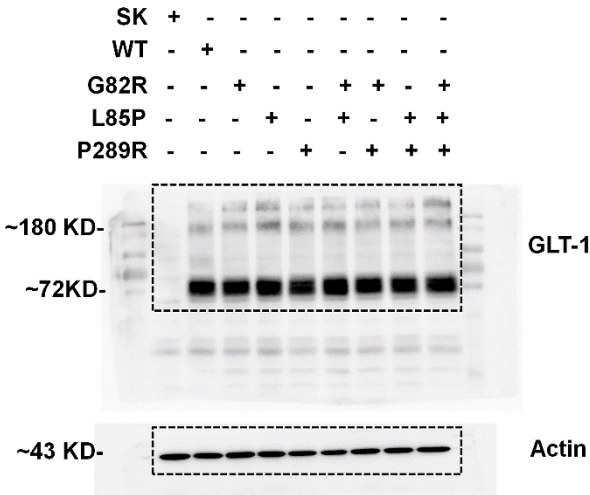

Figure 3C

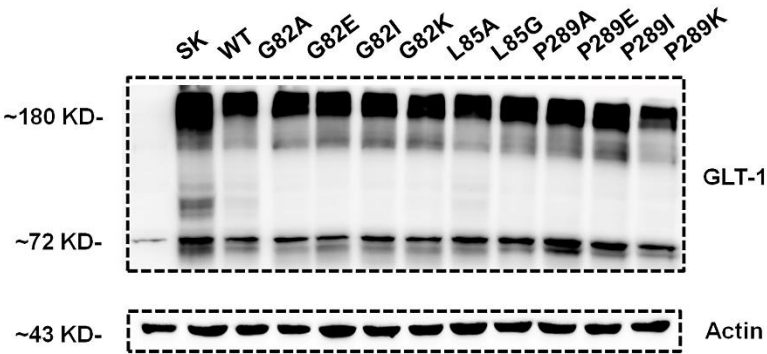

Figure 3E

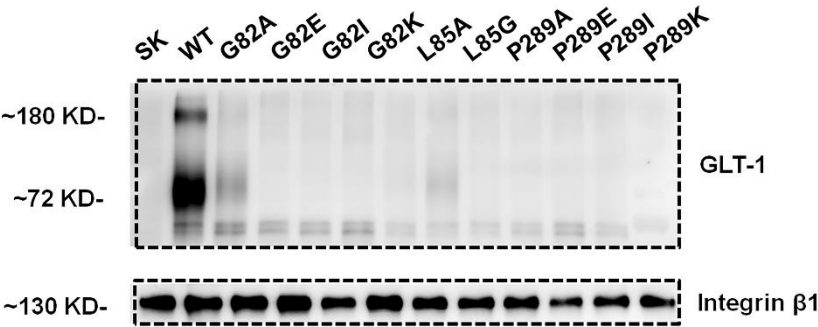

Figure 3G

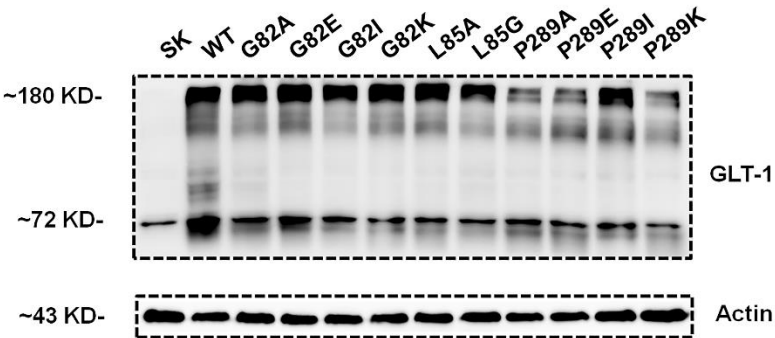

Figure 4A

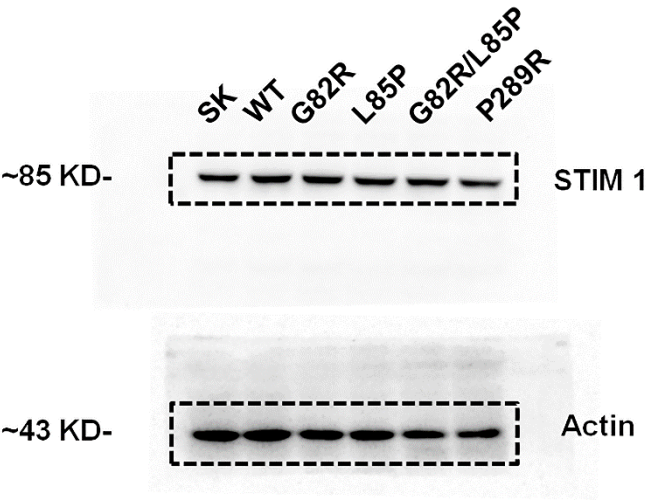

Figure 4C

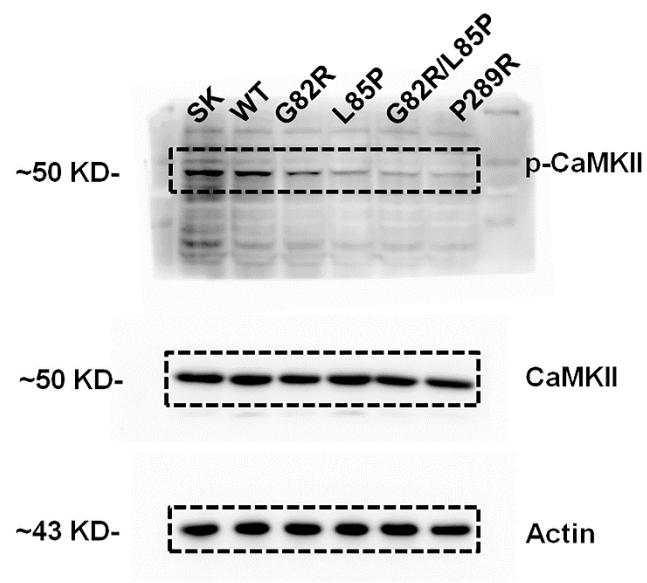

Figure 4E

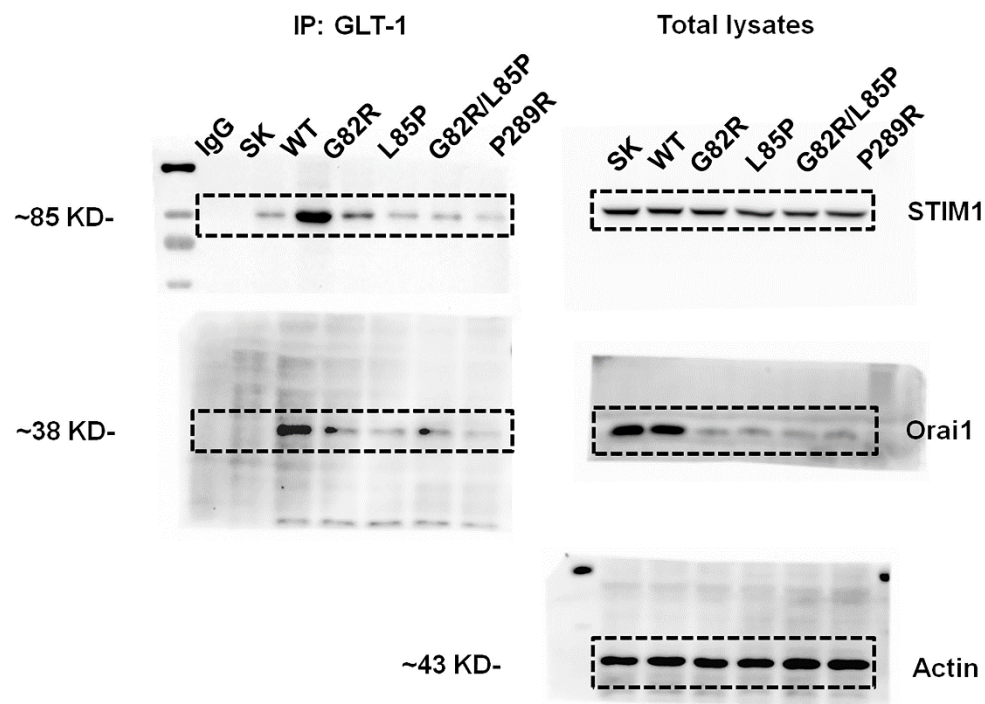

Figure 4G

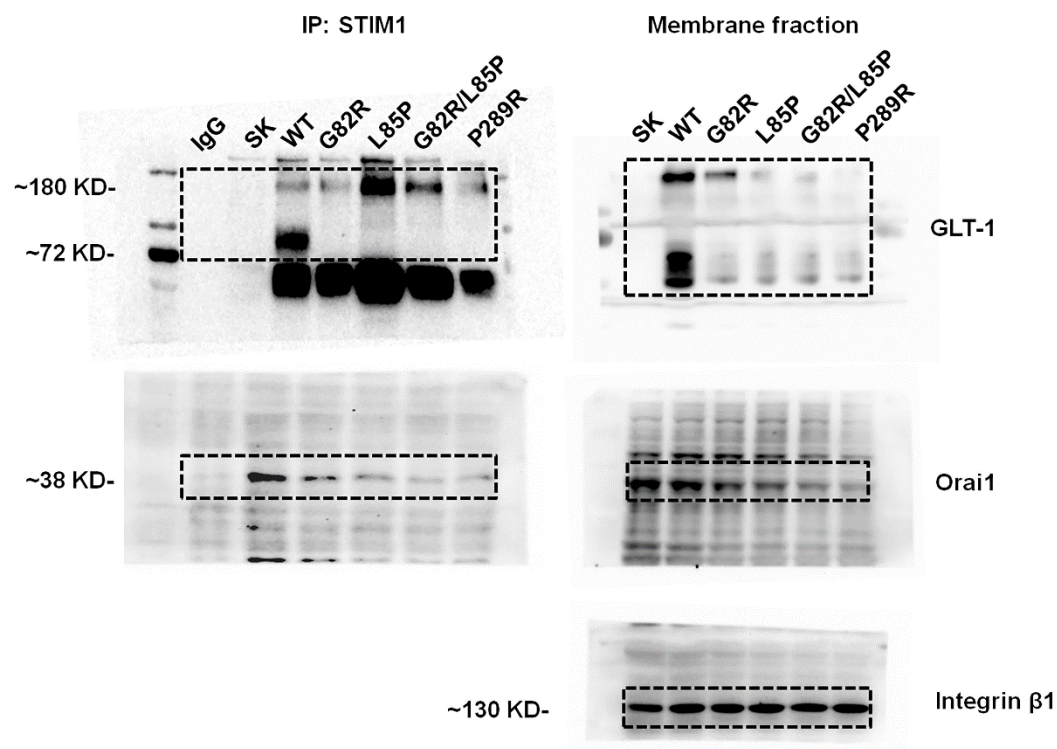

**Figure 6C**

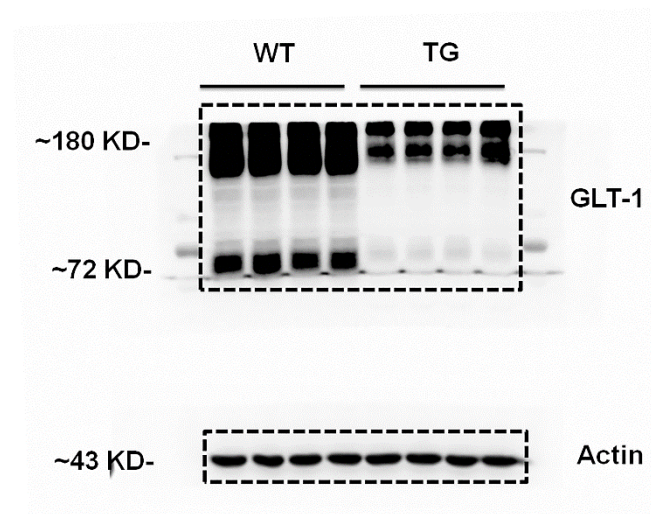

**Figure 6E**

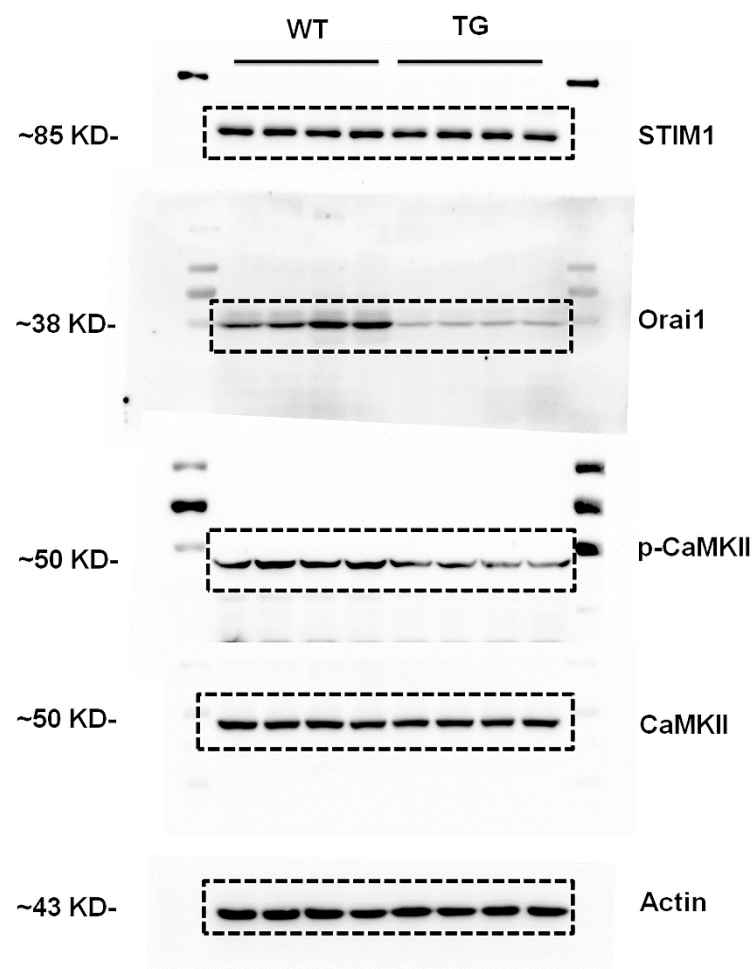

**Supplement:** Supplementary file 9 — Original Data File

How the deposited data were processed for this re-analysis (not part of the article)

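RNA-seq of the hippocampus was analysed for 3 WT and 3 TG mice, the only samples of the study that were used here. The Western blots, qRT-PCR, immunofluorescence, behaviour, uptake and patch-clamp measurements of the paper were not analysed here.

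The authors extracted and sequenced the RNA, counted the reads of each gene with HTSeq and computed FPKM from the read count and the length of the gene, and these FPKM are the values they deposited, with 1 column per library and no pooling. The paper's text names neither the aligner nor the genome build. Of the gene identifiers of the deposited table, 54409 were found in a GRCm38 annotation and 53499 of these had the same start and end, so coordinates are given in GRCm38. The methods name Trizol and a NEBNext kit, and the sample labels name an RNeasy kit and a SMARTer kit. Counting per gene leaves reads that match several genes to a rule the paper's text does not state, which bears on genes with near-identical copies. Strand was not stated either, so overlapping and antisense genes are uncertain.

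In each library, FPKM times gene length was a whole multiple of 1 step for 100% of the values (tolerance 0.05 reads), and the step gave the reads per gene and the per-million divisor. The reads on genes were 18350241, 16081281 and 18751057 in WT1 to WT3 and 16116117, 17691122 and 17898604 in TG1 to TG3, and the divisors lay between 15824455 and 18722180, so they were close to these totals without being equal to them. Median-of-ratios factors of the deposited FPKM were 1.0024 in all 6 libraries, which means that the values already carried this scaling, and rescaling by these factors was a void alternative. A gene of 1 kb with 3 reads has an FPKM of 0.160 to 0.190, and 4639 of the genes tested had a mean under 10 reads. Reads without molecular identifiers are not independent molecules, so these limits cover counting only. No library was used as a copy of another.

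All 54532 genes of the table were read, 30589 had an FPKM above 0 and 20952 with a mean FPKM of at least 0.1 were tested. The test was limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1) with lmFit and eBayes (trend on mean expression), 3 WT against 3 TG libraries, no covariate and no block, with Benjamini-Hochberg adjustment and a threshold of 0.05. A count model was not used, because the deposited values are FPKM, and the recovered reads entered the fits only as alternatives, in limma-voom and in a filter on reads. The paper gives an adjusted P cutoff in the methods and prints an unadjusted P cutoff in Fig. 7B, so both were computed. Gene lists were tested with camera at a preset correlation of 0.01 over 31 lists. GO terms were not used here. The lists hold the genes the paper names in Figs. 6, 7 and 8, and hand-written markers of myelin, interferon response, antigen presentation, the respiratory chain, mitochondrially encoded genes, ribosomal proteins, glia, endothelium, meninges, ependyma, choroid plexus, blood, T and NK cells, neuronal types, neighbouring regions and sex. Of these, the nuclear respiratory chain and ribosomal protein genes were picked by a pattern of gene names. Principal components were computed on centred, unscaled log2(FPKM + 0.1), the separation on the first component was tested over all labelings of the libraries and the distances over the 10 splits of the libraries, where 0.1 is the smallest p. Shared sequence was measured as the share of 50-base stretches of a gene's transcripts that occur in a transcript of another gene. Scripts ran in Python 3.11.15 as well, with numpy 2.4.6 and matplotlib 3.10.9.

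The samples, the tests, the gene lists, the rule for named genes and the alternatives on pseudocount, filter, scaling, variance model, biotype, voom, left-out libraries, replicate block, list test and principal components were fixed before the data were examined. Alternatives added later, after seeing the data, were a score of the choroid plexus genes as a covariate (all 21 genes, or 18 without Krt18, Calml4 and Slco1a5), the FPKM of Ttr as a covariate, a correction of each library for gene length and GC content, a filter of at least 10 reads in 3 libraries, and voom with that filter. Under the 3 covariates, values of the choroid plexus genes themselves were left out as circular. Genes were named by this rule: every gene the paper names for the TG mice, the gene with the smallest p and the most abundant gene of each list, and the 5 genes with the smallest p in each direction among those with a mean FPKM of at least 1 whose groups lie apart. Results of some of these genes are not reported here. Other genes named in the closing observations were chosen after their values were seen.

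The comparison was tested on simulated data before it ran on the real table. Libraries were drawn for 20952 genes from the real means and depths, with 200 genes changed, of which 191 were among the 20407 tested. Of these 191, 102 (53.4%) were called at an adjusted p under 0.05 in the right direction, and of the 150 with a mean of at least 10 reads 67.3% were called. Of the unchanged genes, 22 were called, all with a mean under 10 reads, and 0 of the 16326 genes with at least 10 reads that were tested were called wrongly. Each gene was drawn independently with the same preset spread, without the length trend or the tissue differences of the real libraries. The changes set were also larger than the medians of the myelin and interferon-response lists. These shares therefore do not give the power or the error rate of the real comparison. The first limit set for this check, fewer than 20 unchanged genes called, was missed, and it was then loosened, after seeing this, to a limit on false calls among genes with at least 10 reads. Calls among genes with fewer reads are therefore less reliable.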

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

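The tests of Krt8 and Prlr, of plasma cell genes and of the choroid plexus score as a covariate were chosen only after the result was seen.

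Genes of the choroid plexus, which the paper does not discuss, were higher in TG mice than in WT mice, with a median log2 fold change of 2.71 over 21 genes (camera, adjusted p = 1.2e-10, and 0.380 with fry). Of the 21 genes, 12 were higher at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05 adjusted over the list alone, and 4 had a mean FPKM of at least 1 in WT mice, so few are expressed at that level in the WT hippocampus. Relative to the WT mean of each gene, the medians were 0.23, -0.02 and -0.14 in WT1 to WT3 and 2.94, 4.57 and -0.01 in TG1 to TG3. Ttr, the most abundant gene of the list, had an FPKM of 73.0, 49.8 and 66.6 in the WT libraries and 1168, 3705 and 57.7 in the TG libraries. Folr1 had an FPKM of 0.565, 0.323 and 0.279 in the WT libraries and 6.44, 18.4 and 0.217 in the TG libraries, and Kcnj13 had 0.511, 0.244 and 0.294 in the WT libraries and 4.98, 13.0 and 0.610 in the TG libraries. A rise in TG1 and TG2 and not in TG3 argues against a change that all TG mice share. Leaving out each library in turn gave medians of 1.67 to 3.92, with 1.67 without TG2 and 3.92 without TG3. The size and the number of genes in TG1 and TG2 may come from choroid plexus tissue dissected with 2 of the 6 hippocampi, and Krt8 and Prlr, genes of Fig. 7F that were high in these libraries and not in TG3, go with it, since the list that holds neither of them rose by 2.71. Krt8 and Prlr are not the only such genes of Fig. 7F, as Gas6 had an FPKM of 40.7, 38.1 and 37.7 in the WT libraries and 49.0, 58.1 and 39.1 in the TG libraries, with TG3 within the WT range. Genes of the ependyma, which lines the same ventricles, went both ways and decide nothing here, since the list had medians of 0.28, 0.09 and -0.26 in WT1 to WT3 and -0.53, -0.33 and -0.19 in TG1 to TG3 and Ccdc153 fell by 0.68 on the log2 scale, whereas Foxj1, its most abundant gene, was highest in TG2, with an FPKM of 4.29, 3.38 and 2.16 in the WT libraries and 3.78, 6.12 and 2.74 in the TG libraries. Whether the tissue itself was more abundant in 2 TG mice or was only dissected with them stays open, because no sample carries a dissection label. Depth does not single out TG1 and TG2, which had 16116117 and 17691122 reads on genes against 17898604 in TG3, and neither does a trend with gene length, with a Spearman rho of 0.336, 0.0229 and 0.109 in TG1 to TG3. After a correction for length and GC content the median of the list was 2.62, and with quantile normalization it was 2.74. Over the alternatives that kept all 6 libraries, it ran from 1.36, with a pseudocount of 1, to 3.10.

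How far this tissue accounts for the other genes of Fig. 7F was tested as well. In TG3, the TG library at the WT level of choroid plexus genes, the 29 genes tested had a median of 0.43 above the WT mean, against 0.21 in the highest WT library, and a single library leaves the share of the tissue open. With the choroid plexus score as a covariate, the median log2 fold change of the genes of Fig. 7F was 0.38, and it was 0.42 for the interferon-response genes and 0.72 for the antigen presentation genes, and camera kept all 3 lists at an adjusted p under 0.05, which argues against the tissue as the whole cause. With fry the adjusted p was 0.811 for each of the 3, and the genes of Fig. 7F at an unadjusted p under 0.05 fell from 17 to 4, so the argument rests on camera alone. Camera with the correlation estimated was not run under the covariate.

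Reads on immunoglobulin genes, which the paper does not report on, were far above the WT level in TG2 and TG3. The 13 constant genes had 479, 399 and 382 reads in WT1 to WT3 and 354, 4590 and 7265 reads in TG1 to TG3, and the 218 variable genes had 66, 53 and 56 reads in the WT libraries and 35, 1237 and 2243 reads in the TG libraries. The 8 constant genes of T-cell receptors had 22, 21 and 35 reads in the WT libraries and 24, 48 and 51 in the TG libraries. Igkc had an FPKM of 8.74, 8.38 and 5.52 in the WT libraries and 7.25, 152.8 and 257 in the TG libraries, a log2 fold change of 3.14. TG2 and TG3 carry the signal and TG1 does not, so a change shared by all TG mice is not seen. The libraries with immunoglobulin reads were TG2 and TG3, and those with choroid plexus genes were TG1 and TG2, so neither set explains the other. The antigen presentation genes were also highest in TG2 and TG3, with medians of 1.07 and 0.87. In TG1 their median was 0.35, against at most 0.20 in the WT libraries. Whether these genes share a source with the immunoglobulin reads was not tested. Other genes of plasma cells, the cells that secrete immunoglobulin, were tested on 7 genes (Txndc11, Sdc1, Derl3, Eaf2, Fkbp11, Prdm1 and Tnfrsf17), of which 6 had a mean FPKM under 1. Their median log2 fold change was 0.26, with medians of 0.09, 0.02 and -0.07 in WT1 to WT3 and 0.20, 0.25 and 0.35 in TG1 to TG3. Looser rules tried first, an order of the libraries alone and that order with a camera p of 0.0255 for the list, had read this as plasma cells in the tissue. Jchain, whose product joins secreted immunoglobulin, is above the floor (13 to 456 reads) and followed the immunoglobulin reads, with an FPKM of 0.645, 0.689 and 0.509 in the WT libraries and 0.326, 6.25 and 10.0 in the TG libraries, but it was chosen after its values were seen, as part of the same pattern, and does not decide its source. Because 6 of the 7 genes are near the floor and TG1, which lacks the immunoglobulin reads, lies at 0.20, plasma cells in the tissue and other sources of these reads cannot be told apart. Without TG1, 11 genes were higher at an adjusted p under 0.05, of which 10 were immunoglobulin genes or Jchain and 1 was Mir7655. Reads of another sample mixed into TG2 and TG3 were not tested, and a change in the immune cells of these mice remains a hypothesis.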

How the results depend on the processing

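The covariates, the length and GC correction, the filter of at least 10 reads in 3 libraries and voom with this filter were chosen only after the result was seen. The interferon-response and antigen presentation lists kept their direction under every alternative that was run and their camera adjusted p under 0.05 under all except fry and camera with the correlation estimated, from 0.25 to 0.64 and from 0.49 to 0.83 in median log2 fold change. Across the 6 fits that each left out 1 library they were 0.43 to 0.62 and 0.59 to 0.99. The myelin list kept its direction in all, and its adjusted p under 0.05 with pseudocounts, filters, scaling, variance models, biotype, voom, the replicate block, the covariates and the correction, and not without TG1, with fry, with an estimated correlation or with Fisher's exact test. With the correlation estimated, all 5 lists lost an adjusted p under 0.05 (0.657 for myelin at a median of -0.22, 0.390 for interferon response at 0.53, 0.534 for antigen presentation at 0.73, 0.683 for the respiratory chain at -0.17 and 0.657 for mitochondrially encoded genes at -0.22). With fry they did as well (0.573, 0.241, 0.242, 0.573 and 0.573). With Fisher's exact test the myelin, respiratory chain and mitochondrially encoded lists lost it (0.410, 0.728 and 1). Fry and camera with the correlation estimated treat the correlation between genes differently from camera with the preset one, which the medians do not show. The cause of the losses with Fisher's exact test was not tested. The microglial homeostatic list passed only without TG1.

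Leaving out 1 library in turn gave 0 to 11 higher and 0 to 1 lower genes at an adjusted p under 0.05, 440 to 769 higher and 375 to 721 lower genes at an unadjusted p under 0.05, 1 to 12 genes of Fig. 7E and 12 to 19 of Fig. 7F at that p, a share of 28.0 to 29.6% on the first component and a separation of WT and TG on PC1, the gap between the groups, of -7.91 to 56.6. The gap was -7.91 without WT2 and -3.74 without TG2, so the groups overlapped on the component in these 2 fits. The between-group minus within-group distance was 0.415 to 4.11, with 0.415 without WT3 (exact permutation p = 0.5), 0.439 without WT2 (p = 0.4) and 1.40 without TG2 (p = 0.3), and 0.1 was the smallest p. The 11 higher genes and the 1 gene of Fig. 7E came without TG1, the 721 lower genes without WT2 and the 375 without TG1. Fewer libraries were the only change, so which library was left out accounts for the differences between these fits. The share on the first component was above the 23.4% of all libraries in every one of them, so this rise does not turn on which library was left out. Myelin genes had medians of -0.29 to -0.092, with an adjusted p of 0.0849 without TG1, the nuclear respiratory chain -0.25 to -0.035, with 0.177 without WT3, and mitochondrially encoded genes -0.30 to -0.054, with 0.502 without TG1, 0.0976 without WT1 and 0.0629 without WT2 (median log2 fold change of mitochondrially encoded genes outside Fig. 7E). The microglial list had 0.0070 to 0.21, with 1.6e-04 without TG1. Signs reversed in Mbp (-0.18 to 0.097), Orai1 (-0.034 to 0.23), Il1b (-0.30 to 0.15), Camk2b (-0.082 to 0.047), Camk2d (-0.015 to 0.34), Aif1 (-0.0097 to 0.36) and the interneuron (-0.051 to 0.063), astrocyte (-0.020 to 0.017), striatum (-0.12 to 0.057), dentate (-0.18 to 0.030), precursor (-0.052 to 0.013) and endothelial lists (-0.014 to 0.19). All of these had an adjusted p above 0.05 except the endothelial list at 0.19 without WT1 (0.0203).

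With a pseudocount of 0.01, the separation of WT and TG on PC1, the gap between the groups on the first component, became -66.4 (exact permutation p = 0.8) on a share of 22.6%, and with the 500 most variable genes -11.9 (exact permutation p = 0.4) on 28.2%. The cause was not tested. The share on the first component rose to 28.3% with a pseudocount of 1, 29.5% with a mean FPKM of at least 1, 34.5% with protein-coding genes, 33.5% with at least 10 reads and 33.1% with unit variance, and the cause was not tested. The gap stayed above 0 with these 5. Over the alternatives that kept all 6 libraries, the distance was 1.83 to 5.04 (exact permutation p between 0.1 and 0.3).

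Genes at an adjusted p under 0.05 numbered 0 higher and 0 lower with a pseudocount of 1 (623 and 576 at an unadjusted p), a pseudocount of 0.01 (641 and 579), no filter (813 and 730), protein-coding genes (622 and 430) and voom (813 and 490), and 0 higher with a mean FPKM of at least 1 (439 at an unadjusted p) or at least 10 reads (598). The counts rest on Mir7655 and Snord7, which have a mean under 10 reads, so protein-coding genes and the read filters remove one or both, and depth limits these 2 calls. For the other settings the cause was not tested. Without the trend, eBayes gave 6 higher and 3 lower genes and 3 of Fig. 7E. Voom raised the genes of Fig. 7E to 14 and of Fig. 7F to 26, and with the read filter it gave 13 of Fig. 7E, 0 higher and 0 lower at an adjusted p and 685 and 390 at an unadjusted p. The cause was not tested.

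With the replicate number as a block, 0 genes were higher and 0 lower at an adjusted p under 0.05, against 634 and 610 at an unadjusted p. The correlations of same-numbered libraries were 0.013, 0.043 and 0.0031, against -0.027 to 0.016 for the other pairs, so the replicate block gave no sign that the numbers pair the samples. Rescaling by median-of-ratios factors was void, since the factor was 1.0024 in all 6 libraries. Quantile normalization reversed Camk2b to 0.048 and the interneuron list to 0.029, and the mitochondrially encoded genes fell short of the threshold at -0.10 (adjusted p 0.177).

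With a choroid plexus score of 21 genes as a covariate, 322 genes were higher and 380 lower at an unadjusted p under 0.05, and those of Fig. 7E and Fig. 7F numbered 1 and 4, and 0 genes passed at an adjusted p in either direction. Mitochondrially encoded genes were at -0.16 (adjusted p 0.256), and the direction reversed, with a log2 fold change of Camk2b of 0.0029, a log2 fold change of Gas6 of -0.012, and -0.045 for Ifi27, 0.32 for Il1b, -0.77 for Krt8, 0.024 for Mbp, -0.055 for Orai1, -0.17 for Prlr, 0.077 for the interneuron list and -0.028 for the male list. With the score of 18 genes, 320 genes were higher and 367 lower at an unadjusted p under 0.05, and those of Fig. 7E and Fig. 7F numbered 1 and 4, 0 passed at an adjusted p, mitochondrially encoded genes were at -0.15 (0.291), and the reversed values were 0.0059 for Camk2b, -0.028 for Gas6, -0.064 for Ifi27, 0.34 for Il1b, -0.88 for Krt8, 0.032 for Mbp, -0.056 for Orai1, -0.26 for Prlr, 0.079 for the interneuron list and -0.029 for the male list. With Ttr, 367 genes were higher and 492 lower at an unadjusted p under 0.05, and those of Fig. 7E and Fig. 7F numbered 2 and 8, 0 passed at an adjusted p, and the reversed values were 0.016 for Camk2b, 0.26 for Il1b, -0.14 for Krt8, -0.073 for Orai1, 0.080 for the interneuron list and -0.017 for the male list. A covariate takes 1 of the 4 degrees of freedom, so the fall in counts does not show by itself that the tissue accounts for them.

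After the length and GC correction, 784 genes were higher and 453 lower at an unadjusted p, 0 were lower at an adjusted p, and the reversed values were 0.0020 for P2ry12, 0.040 for mt-Co1, -0.026 for the astrocyte list, 0.035 for the interneuron list and 0.020 for the mitochondrially encoded genes. Among named genes and supporting lists, those that no longer passed the threshold numbered 7 with the estimated correlation, 7 with fry, 2 with Fisher's exact test, 2 with a pseudocount of 1, 2 with a pseudocount of 0.01, 2 with no filter, 1 with eBayes without the trend, 2 with voom, 1 with voom and the read filter, 2 with the replicate block, 3 with the 21-gene score, 3 with the 18-gene score, 2 with Ttr as a covariate, 1 with the length and GC correction, 2 with WT1 left out, 3 with WT2 left out, 2 with WT3 left out, 1 with TG1 left out, 1 with TG2 left out and 2 with TG3 left out, and those that newly passed it numbered 1 with Fisher's exact test, 2 with a pseudocount of 1, 3 with no filter, 1 with protein-coding genes, 3 with voom, 2 with voom and the read filter, 1 with the read filter, 1 with the replicate block, 3 with the 21-gene score, 2 with the 18-gene score, 3 with Ttr as a covariate, 3 with WT1 left out, 1 with WT2 left out, 2 with WT3 left out, 1 with TG1 left out and 3 with TG2 left out. The share on the second component moved by more than its spread in each fit that left out 1 library, and with a pseudocount of 1, a mean FPKM of at least 1, protein-coding genes, the read filter, unit variance and the length and GC correction.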

Differences from the paper's values

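The covariates, the length and GC correction, the filter of at least 10 reads in 3 libraries and voom with this filter were chosen only after the result was seen.

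Fig. 7B of the paper prints about 310 genes lower in TG mice, and 582 were lower at an unadjusted p under 0.05 with limma. Of the alternatives set before the data were examined, a value within 1.5 times the paper's was reached by 388 with a mean FPKM of at least 1, 430 with protein-coding genes, 418 without WT3 and 375 without TG1, and not by the others. Settings chosen after seeing the values that also came within it were 380 with the choroid plexus score of 21 genes as a covariate, 367 with the score of 18 genes, 453 after the length and GC correction and 390 with voom and the read filter. Fig. 7B also prints about 710 higher genes, and 656 were higher with limma. Of the settings named above, 439 with a mean FPKM of at least 1 and 440 without WT3 were not within 1.5 times this value. Neither were 322 and 320 with the choroid plexus scores of 21 and 18 genes. The others stayed within it, with 622 for protein-coding genes, 526 without TG1, 784 after the correction and 685 with voom and the read filter.

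Fig. 7E of the paper displays about 16 genes as lower in TG mice, of which 7 were lower at an unadjusted p under 0.05. Of the alternatives set before the data were examined, voom gave 14 and leaving out TG3 gave 12, and the others did not close the gap, although protein-coding genes gave 10 and a pseudocount of 0.01, a mean FPKM of at least 1, robust eBayes and leaving out WT3 each gave 8. Voom with the read filter, chosen after seeing the values, gave 13, the read filter alone gave 10 and the length and GC correction gave 8, also chosen then.

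Fig. 7F of the paper displays about 32 genes as higher in TG mice, of which 17 were higher at an unadjusted p under 0.05. Of the alternatives set before the data were examined, voom gave 26 and protein-coding genes gave 23, and the others did not close the gap, although quantile normalization gave 20, the replicate number as a block and leaving out WT1 each gave 19 and no filter gave 18. The read filter and voom with it, chosen after seeing the values, each gave 21.

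The paper's methods give an adjusted P cutoff for its DEGs, and at an adjusted p under 0.05 there was 1 higher and 1 lower gene, neither of which encodes a protein, against 656 and 582 at the unadjusted p that Fig. 7B prints. No setting that was run gave more than 11 higher or 3 lower genes at an adjusted p under 0.05. The paper states that IL-1β mRNA rose in TG mice by qRT-PCR, whereas the log2 fold change of Il1b in the RNA-seq was -0.11, on 2 to 7 reads per library. Leaving out TG2 gave 0.15, and the covariates chosen after seeing the values gave 0.26 (Ttr), 0.32 (21 genes) and 0.34 (18 genes).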

Other observations

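The tests of the lists over the splits, of blood alone, of the length and GC correction and of shared mitochondrial sequence were chosen only after the result was seen.

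Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many genes at an unadjusted p under 0.05 as 1238, and the splits gave from 597 to 1238. At an adjusted p under 0.05, 3 of the 10 splits gave as many genes, and the splits gave from 0 to 4. A list median as far from 0 was given by 3 of the 10 splits for myelin genes, 1 for interferon-response genes, 2 for antigen presentation genes, 4 for nuclear respiratory chain genes and 1 for mitochondrially encoded genes. Since 3 against 3 makes 10 splits, a share under 0.1 cannot be reached, so a grouping of the libraries that arose by chance stays open for all of these.

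The fold changes followed gene length. Over the genes tested, the Spearman rho of log2 fold change and gene length was 0.183, and for genes with a mean FPKM of at least 1 it was 0.326, which fell to 0.0761 after the length and GC correction. Per library, the rho of the deviation from the gene's mean was -0.027, 0.160 and -0.431 in WT1 to WT3 and 0.336, 0.0229 and 0.109 in TG1 to TG3, so WT3 and TG1 carry most of it. The median length was 684 bases for mitochondrially encoded, 1568.5 for respiratory chain, 1705 for ribosomal protein, 3635 for myelin and 4019 for interferon-response genes, and 3195 for the genes tested. A length bias of the libraries may account for the fall of the mitochondrially encoded genes, whose median became 0.020 after the correction. The number of genes at an unadjusted p under 0.05 was 1237 after the correction, of which 932 were among the 1238 before. The correction did not lower this number. Because chance alone would reach 1047.6, the number cannot decide whether length bias accounts for part of these genes. The medians after the correction were -0.20 for myelin, -0.092 for the respiratory chain and 0.56 for interferon-response genes, all with a camera adjusted p under 0.05, which argues against length as their whole cause. With fry, which none of these lists passed without the correction either, the adjusted p after it was 0.628, 0.628 and 0.136.

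Less white matter dissected with some TG samples was tested for the myelin genes. Without TG1, where these genes were lowest, the median log2 fold change was -0.092, and markers of neighbouring regions went both ways, with medians of 0.25 (adjusted p = 0.346) for thalamus, -0.05 (adjusted p = 0.685) for striatum and -0.41 (adjusted p = 0.0704) for ependyma. Medians per library were 0.24, -0.32 and 0.13 in WT1 to WT3 and 0.12, 0.02 and 0.41 in TG1 to TG3 for thalamus and 0.12, -0.05 and -0.08 in WT1 to WT3 and 0.15, -0.12 and -0.09 in TG1 to TG3 for striatum. Dissection and a change in oligodendrocytes of the TG mice cannot be told apart, because TG1 holds most of the fall and no list marks white matter other than the myelin genes.

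Blood or T cells left in the tissue were tested for the interferon-response genes. T-cell and NK-cell genes had a median log2 fold change of 0.66 (camera, adjusted p = 8.0e-04, and 0.241 with fry) over 7 genes, of which 0 had a mean FPKM of at least 1 in WT mice, with medians of 0.09, -0.17 and -0.05 in WT1 to WT3 and 0.60, 0.77 and 0.60 in TG1 to TG3. Trbc2 rose from 0.360 ± 0.192 to 1.32 ± 0.659 FPKM (SD, n = 3 each). T cells in the tissue and a response of the tissue itself cannot be told apart, because 0 of the 7 genes reach a mean FPKM of 1 in WT mice. Blood genes were not higher, with a median of -0.13 (adjusted p = 0.456) and 0.09, -0.32 and 0.23 in WT1 to WT3 and -0.03, -0.18 and -0.06 in TG1 to TG3, and Hbb-bs had an FPKM of 99.9, 73.8 and 111 in the WT libraries and 83.3, 82.8 and 78.7 in the TG libraries. This argues against blood left in the tissue as the source of a rise of 0.53 in interferon-response genes, also under the alternatives that each left out 1 library, where the blood median was -0.29 to -0.031.

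The sexes of the libraries did not differ between the groups, since 0 libraries had more Xist than Ddx3y, and Ddx3y had an FPKM of 11.1, 11.6 and 12.2 in the WT libraries and 12.3, 12.0 and 10.6 in the TG libraries. The list of male genes had a median log2 fold change of 0.04 (adjusted p = 0.886). All 6 libraries therefore look male. Variants linked to Slc1a2 were tested by position, since 6 of the 87 genes tested within 10 Mb of it, or 6.90%, had an unadjusted p under 0.05, against 5.90% of the other genes (Fisher's exact test, two-sided p = 0.646). This argues against such variants as the source of the difference in numbers, but 6 genes leave a small excess open. Nnt, which differs between C57BL/6 substrains, had an FPKM of at most 0.106, with 0.0692, 0.106 and 0.0683 in the WT libraries and 0.0180, 0.0476 and 0.0393 in the TG libraries on 2 to 12 reads, which cannot decide between substrains.

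The FPKM of mt-Co3, 59.6 on average, lies far below that of mt-Nd1 (4835) or mt-Cytb (5459), and 99.86% of its 50-base stretches occur in a transcript of another gene. Reads shared with a nuclear copy may lower its count. The 5 mitochondrial genes with over 97% shared (mt-Co2, mt-Co3, mt-Atp6, mt-Nd4l and mt-Nd3) had means of 48.6 to 149 FPKM, and the others 1719 to 10081, with the exception of mt-Atp8 at 8.94, of which 0% is shared. The rule for this comparison was changed after its values were seen, and 4 of the 5 genes are in the list of mitochondrially encoded genes.

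Several genes that the paper follows by protein, staining or qRT-PCR have RNA-seq values in the same tissue. Slc1a2 had an FPKM of 193 ± 13.8 in WT mice and 215 ± 7.61 in TG mice (SD, n = 3 each), a log2 fold change of 0.16 (standard error 0.0856, unadjusted p of 0.102), with the groups apart. Stim1 had a log2 fold change of 0.16, Orai1 0.11, Camk2a 0.13, Camk2b -0.01, Camk2d 0.17 and Camk2g 0.07. Csf1r rose from 19.4 ± 0.461 to 22.1 ± 1.73 FPKM (SD, n = 3 each), a log2 fold change of 0.19 with an unadjusted p of 0.0446, an adjusted p of 0.786 and, adjusted over the list alone, 0.223. Cx3cr1 had 0.11 (unadjusted p of 0.324), Tmem119 0.12 (0.482), Cd68 0.21 (0.292) and Aif1 0.15 (0.532). P2ry12 fell by 0.14 on the log2 scale. Leaving out 1 library in turn kept the sign of several of these genes but moved their size. The log2 fold changes were 0.10 to 0.20 for Slc1a2, 0.044 to 0.26 for Stim1 and 0.039 to 0.20 for Camk2a. They were 0.064 to 0.21 for Cx3cr1, 0.0096 to 0.31 for Tmem119, 0.083 to 0.38 for Cd68 and -0.22 to -0.020 for P2ry12. Il6, Tnf and Ifng had at most 2, 1 and 1 reads in a library and were not tested.

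Medians of the remaining lists were 0.07 (adjusted p = 0.215) for 21 microglial homeostatic genes, 0.20 (adjusted p = 0.170) for 9 activated microglia genes, 0.14 (adjusted p = 0.0117) for 10 reactive astrocyte genes, 0.18 (adjusted p = 0.0766) for 12 immediate early genes, 0.08 (adjusted p = 0.173) for 9 endothelial genes, 0.37 (adjusted p = 0.0607) for 10 meningeal genes, -0.09 (adjusted p = 0.439) for 5 dentate genes, 0.20 (adjusted p = 0.390) for 3 CA1 genes, -0.07 (adjusted p = 0.298) for 3 CA3 genes, -0.0011 (adjusted p = 0.886) for 7 interneuron genes, -0.20 (adjusted p = 8.5e-09) for 84 ribosomal protein genes, 0.13 (adjusted p = 0.105) for the 7 genes of the proteins in Fig. 6, 0.11 (adjusted p = 0.537) for the 5 tested genes of the qRT-PCR in Fig. 8, 0.18 (adjusted p = 0.439) for the 2 genes of the staining in Fig. 8, -0.30 (adjusted p = 1.5e-04) for the 6 mitochondrial genes of Fig. 7E and 0.62 (adjusted p = 5.0e-20) for the 29 genes of Fig. 7F. No list had an adjusted p under 0.05 with fry, where the smallest was 0.220. The microglial homeostatic median was 0.21 without TG1 (camera, adjusted p = 1.6e-04), and its medians were 0.06, -0.09 and 0.02 in WT1 to WT3 and -0.22, 0.23 and 0.23 in TG1 to TG3. Ribosomal protein genes had medians of -0.04, -0.19 and 0.22 in WT1 to WT3 and -0.40, -0.09 and -0.10 in TG1 to TG3.

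The calls of several lists turned on single libraries (camera, adjusted p in brackets). The median log2 fold change of immediate early genes was 0.31 without TG2 (1.0e-04) and 0.22 without WT3 (0.0173), and it ranged over 0.065 to 0.31. The median log2 fold change of meningeal genes was 0.65 without WT1 (5.8e-07) and 0.56 without TG2 (0.0132), over 0.12 to 0.65. The median log2 fold change of ependymal genes was -0.34 without TG2 (0.0101) and -0.50 without WT3 (0.0173). The median log2 fold change of microglia activated genes was 0.25 without WT1 (0.0199), the median log2 fold change of endothelial genes was 0.19 without WT1 (0.0203) and the median log2 fold change of blood genes was -0.29 without WT2 (0.0437). The median log2 fold change of astrocyte reactive genes was 0.11 without WT2 (0.154), where it lost its adjusted p under 0.05. It ranged over 0.11 to 0.33 in the fits that each left out 1 library. The median log2 fold change of ribosomal protein genes was -0.077 without WT3 and -0.087 without TG1. With a pseudocount of 1, immediate early and meningeal genes both had an adjusted p of 0.0419, and with voom 0.0180 and 0.00633. Meningeal genes also passed with no filter (0.0475), the replicate block (0.0333) and the read filter (0.0434), ependymal genes with no filter (0.0217) and protein-coding genes (0.0444), and under the choroid plexus score of 21 genes all 3 lists passed. In lists whose call and direction stayed the same in each fit that left out 1 library, the medians of those fits ran over 0.052 (without WT2) to 0.34 (without WT1) for thalamus, 0.076 (without TG1) to 0.28 (without WT3) for CA1, -0.15 (without TG1) to -0.018 (without TG3) for CA3, 0.064 (without WT3) to 0.18 (without TG2) for the proteins in Fig. 6, 0.040 (without TG3) to 0.21 (without TG1) for the qRT-PCR in Fig. 8, 0.036 (without TG3) to 0.37 (without WT1) for the staining in Fig. 8 and 0.00094 (without TG2) to 0.085 (without WT2) for the male list.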
